# Improved β-cell function leads to improved glucose tolerance in a transgenic mouse expressing lipoprotein lipase in adipocytes

**DOI:** 10.1038/s41598-022-26995-1

**Published:** 2022-12-24

**Authors:** Hasiyet Memetimin, Beibei Zhu, Sangderk Lee, Wendy S. Katz, Philip A. Kern, Brian S. Finlin

**Keywords:** Endocrine system and metabolic diseases, Transcription

## Abstract

Lipoprotein lipase (LPL) hydrolyzes the triglyceride core of lipoproteins and also functions as a bridge, allowing for lipoprotein and cholesterol uptake. Transgenic mice expressing LPL in adipose tissue under the control of the adiponectin promoter (*AdipoQ-LPL*) have improved glucose metabolism when challenged with a high fat diet. Here, we studied the transcriptional response of the adipose tissue of these mice to acute high fat diet exposure. Gene set enrichment analysis (GSEA) provided mechanistic insight into the improved metabolic phenotype of AdipoQ-LPL mice. First, the cholesterol homeostasis pathway, which is controlled by the SREBP2 transcription factor, is repressed in gonadal adipose tissue AdipoQ-LPL mice. Furthermore, we identified SND1 as a link between SREBP2 and CCL19, an inflammatory chemokine that is reduced in AdipoQ-LPL mice. Second, GSEA identified a signature for pancreatic β-cells in adipose tissue of AdipoQ-LPL mice, an unexpected finding. We explored whether β-cell function is improved in AdipoQ-LPL mice and found that the first phase of insulin secretion is increased in mice challenged with high fat diet. In summary, we identify two different mechanisms for the improved metabolic phenotype of AdipoQ-LPL mice. One involves improved adipose tissue function and the other involves adipose tissue—pancreatic β-cell crosstalk.

## Introduction

Lipoprotein lipase (LPL) is highly expressed in adipose tissue and promotes the uptake of lipid for storage^1^. We have developed a mouse model using the adiponectin promoter to increase LPL expression in adipose tissue^2^. These mice (AdipoQ-LPL) have improved glucose metabolism when challenged with a high fat diet^2^. Our initial characterization of the mouse revealed that ectopic lipids were not reduced in either liver or skeletal muscle. This was likely due to the fact that the adiponectin promoter that we utilized only increased *LPL* mRNA 1.2 fold over endogenous *LPL* levels^2^. However, gene expression was altered in the perigonadal fat of male mice, in a manner suggesting that AdipoQ-LPL mice have less adipose dysfunction. For instance, the mRNA levels of adiponectin and other peroxisome proliferator-activated receptor (PPARγ)-regulated genes were higher in AdipoQ-LPL mice with trends for reduced inflammatory gene expression at the end of a high fat diet induced obesity study^2^.

Changes in adipose tissue gene expression are observed in as little as 24-h after high fat diet feeding of mice^3^, and these changes are thought to initiate the development of adipose dysfunction^4,5^. One mechanism postulates that the increased hypertrophy of adipose tissue causes hypoxia and the induction of collagens which cause adipocyte death. This in turn leads to macrophage accumulation, inflammation, and adipose dysfunction^5^. Additional pathways activated by high fat feeding include endoplasmic reticulum stress; transforming growth factor-β (TGFβ) and fibrosis; and sterol regulatory element-binding protein 2 (SREBP2)^3,6,7^. Thus, identifying changes in gene expression that occur early during an acute high fat diet challenge is important for understanding mechanisms that cause the development of adipose dysfunction.

In this study, we characterize the body composition and energy expenditure of AdipoQ-LPL mice during the chow to high fat diet transition. We then identify changes in gene expression and the pathways affected in the gonadal fat of AdipoQ-LPL mice that occur early in the course of high fat diet feeding using gene set enrichment analysis (GSEA) of hallmark gene sets and other approaches. These analyses of gene expression led us to evaluate several interesting mechanisms for the improved metabolic phenotype of the AdipoQ-LPL mouse model.

## Results

### Study design, body composition of the mice, and indirect calorimetry

The AdipoQ-LPL mouse model has improved glucose metabolism when challenged with a high fat diet^2^. Additionally, the mice have increased food intake and increased energy expenditure after 12-weeks of high fat diet^2^. To better understand these changes that occur after a chronic high fat diet, we characterized the initial response of the mice to high fat diet by indirect calorimetry. After a 1-week acclimation period, mice were placed in calorimetry chambers and studied for 1-week on chow and 1-week on high fat diet. Three days after the mice were removed from the calorimetry chambers (10-days total on HFD), the mice were euthanized and tissues collected for gene expression studies. An additional cohort was maintained on chow, but not characterized by microarray.

Table 1 shows the body composition of all of the mice in the study before being placed into acclimation chambers. The AdipoQ-LPL mice had a slightly higher (0.5 g) fat mass than the control mice (Table 1; P = 0.04); otherwise, the two groups of mice were similar. The mice were then split into two groups; one group was switched to high fat diet after 1-week in calorimetry chambers and the other was maintained on chow diet. The acute high fat diet resulted in an increase in fat mass in both groups of mice as expected (Table 1); there were no differences between the control and AdipoQ-LPL mice in weight gain, fat mass gain, or lean mass gain (Table 1). Although not statistically significant, the AdipoQ-LPL mice gained 0.4 g of fat more than the control mice over 10-days of chow feeding (Table 1; P = 0.12). When the calorimetry data were analyzed for the group that was switched from chow to HFD in calorimetry chambers, there were no differences between the control and AdipoQ-LPL mice in food intake, resting respiratory exchange ratio, or resting energy expenditure.

**Table 1:** ECHO MRI characterization of mice.

Parameter	Control	AdipoQ-LPL	*P*
**All mice before the study**^**a**^			
Weight (g)	26.4 ± 0.5	26.4 ± 0.3	0.90
Lean mass (g)	19.9 ± 0.4	19.3 ± 0.2	0.23
Fat mass (g)	2.8 ± 0.2	3.3 ± 0.2	0.04
**Mice challenged with HFD**^**b**^			
Weight (g)	27.8 ± 0.6	26.4 ± 0.5	0.06
Initial lean mass (g)	20.9 ± 0.5	19.6 ± 0.4	0.03
Final lean mass (g)	20.7 ± 0.5	19.5 ± 0.3	0.03
Delta lean mass (g)	−0.2 ± 0.3	−0.1 ± 0.2	0.70
Initial fat mass (g)	3.0 ± 0.3	3.2 ± 0.3	0.62
Final fat mass (g)	7.7 ± 0.5	7.4 ± 0.4	0.61
Delta fat mass	4.7 ± 0.3	4.2 ± 0.3	0.29
**Mice maintained on chow**^**c**^			
Initial weight (g)	25.2 ± 2	26.3 ± 1.6	0.13
Initial lean mass(g)	18.9 ± 1.5	19.1 ± 0.8	0.71
Final lean mass (g)	19.7 ± 1.3	19.6 ± 0.9	0.77
Delta lean mass (g)	0.8 ± 0.7	0.5 ± 0.5	0.20
Initial fat mass (g)	2.6 ± 0.5	3.5 ± 0.9	0.01
Final fat mass (g)	3.3 ± 0.8	4.6 ± 1.7	0.02
Delta fat mass (g)	0.7 ± 0.4	1.1 ± 0.9	0.12

^a^AdipoQ-LPL transgenic male mice and their littermate controls (age 9–9.5 weeks) were characterized by ECHO-MRI before and after an acute high fat diet challenge in calorimetry chambers; a group of mice was maintained on chow as a control group. These data are for the entire cohort (control n = 25; AdipoQ-LPL n = 23) before the study. Data are represented as means ± standard error of the mean.

^b^AdipoQ-LPL transgenic male mice and their littermate controls were characterized in a 1-week chow and 1-week high fat diet (60% cal fat) feeding study in calorimetry chambers (n = 12 control and n = 12 AdipoQ-LPL per group). Data are represented as means ± standard error of the mean.

^c^AdipoQ-LPL transgenic male mice and their littermate controls were maintained on chow (n = 13 control and n = 11 AdipoQ-LPL per group). Data are represented as means ± standard error of the mean.

#### Microarray

We next performed a microarray analysis on the perigonadal fat from 12 control and 12 AdipoQ-LPL male mice from the 10-day acute high fat diet challenge. 

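Perigonadal fat of 12 Control and 12 AdipoQ-LPL male mice was compared after 10 days on a diet with 60% of calories from fat, with an Affymetrix mouse array for each of the 24 mice. AdipoQ-LPL mice were bred to make extra lipoprotein lipase (LPL) in adipocytes, the enzyme that releases fatty acids from the triglyceride of circulating lipoproteins. On these arrays neither cluster of Lpl was called by limma. The paper describes the rise of LPL mRNA from the transgene as modest, so the lack of a call does not show that the transgene is silent. The authors normalized the arrays by RMA, a method that gives log2 values, and the deposited table holds 41345 transcript clusters. A gene symbol is given for 27037 of them, which covers 24647 genes. The 20208 named clusters with a mean log2 value of at least 5 in either genotype were tested with limma, two-sided, with Benjamini-Hochberg adjustment. A log2 difference is AdipoQ-LPL minus Control, so that a negative value is lower in AdipoQ-LPL mice. Each of 37 gene lists was given a score in each mouse, the mean over its measured genes of the log2 value minus the mean of that gene over the 24 mice. Scores were compared by two-sided permutation tests, adjusted over the 37 lists. The lists were written after Table S1, Table S2 and Fig. 2 had been read, so they are not independent evidence of the directions shown there. The arrays fall into 2 sets that follow the animal numbers of the sample labels. The first array set holds 5 Control and 8 AdipoQ-LPL mice and has array medians of 6.86 to 6.97 on the log2 scale. The second array set holds 7 Control and 4 AdipoQ-LPL mice and has array medians of 7.22 to 7.29. With genotype in the limma model, 16753 of the 20208 clusters differed between the sets at an adjusted p under 0.05, with a median log2 shift of 0.33. Differences are therefore given over all mice, with the array set as a block and within each set, the last of which were chosen after the data had been seen. The median log2 difference of all tested clusters was -0.08 over all mice and 0.03 after each array was centred on its median. The number of arrays limits the precision of each value.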

Genes with a 1.25-fold difference in expression and P < 0.02 are listed in Table S1. 

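The clusters that passed the test over all genes were those of Snd1, a nuclease and transcriptional coactivator, which fell in AdipoQ-LPL mice, and of Lrrc4, a membrane protein best known from neurons, which rose. These were 2 of the 20208 clusters at an adjusted p under 0.05 from limma. The next lowest p belonged to A730090N16Rik, a transcript of unknown function, with a log2 value of 5.01 ± 0.16 (SD, n = 12) in Control and 5.41 ± 0.18 (SD, n = 12) in AdipoQ-LPL mice (adjusted p = 0.0574), and with the array set as a block its adjusted p was 0.0657. Its log2 difference was 0.35 within the first array set and 0.46 within the second. Among the other genes of lowest p were Lyz1, a lysozyme known from Paneth cells of the gut, with a log2 difference of 0.62 (SE 0.15; 0.58 with the array set as a block, 0.53 within the first set and 0.65 within the second), and Spry4, an inhibitor of receptor tyrosine kinase signalling, with -0.52 (SE 0.14; -0.40 with the block, -0.55 within the first set and -0.21 within the second). The ribosomal protein gene Rps13 had a log2 difference of -0.37 over all mice, -0.34 with the block, -0.36 within the first set and -0.32 within the second. None of these 3 passed the adjusted test. A difference of 1.25-fold at an unadjusted p under 0.02 was met by 118 clusters, 13 higher and 105 lower in AdipoQ-LPL mice. With the array set as a block 55 clusters met it, 33 higher and 22 lower, and within the first and the second array set 220 and 310 did. After each array was centred on its median the split was 88 higher and 29 lower, so the side that holds most clusters follows the scaling. All 82 entries of Table S1 matched a tested cluster and had the sign given there, as did 77 of them within both array sets. Table S1 was drawn from these same mice, so the shared signs are not independent evidence for its genes. The thresholds of 1.25-fold and p under 0.02 were met by 41 of the 82 over all mice and by 34 with the array set as a block.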

Functional annotation analysis of these genes using NIH David^8,9^ indicated that two KEGG pathways were enriched in this gene list. The steroid biosynthesis pathway was the most significantly enriched pathway (P = 6e^−5^). 

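Genes of cholesterol synthesis made up 6 of the 108 genes at the thresholds of 1.25-fold and p under 0.02. These were Cyp51, Lss, Nsdhl and Sc4mol, which act on the sterol skeleton after squalene, and Fdps and Pmvk, which act in the mevalonate steps before it. Fdps, farnesyl diphosphate synthase, had a log2 difference of -0.44 (SE 0.15) over all mice, -0.35 with the array set as a block, -0.60 within the first array set and -0.05 within the second. Sc4mol, a sterol methyl oxidase, had -0.36 (SE 0.10) over all mice, -0.27 with the block, -0.44 within the first set and -0.06 within the second. The list holds 20 genes of cholesterol synthesis, all among the 18665 genes tested, and the overlap gave p = 1.2e-09 in a one-sided Fisher's exact test. After blocking by array set, 3 of the 20 (Cyp51, Fdps and Nsdhl) were among 54 genes at the thresholds (p = 2.5e-05, same test). Genes of a pathway move together from mouse to mouse, which this test does not take into account, and neither p is independent of Table S1, which had been read when the list was written.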

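Enzymes of the sterol part of cholesterol synthesis had lower mean levels in AdipoQ-LPL mice. Cyp51, which removes a methyl group from lanosterol, had a log2 value of 8.35 ± 0.36 (SD, n = 12) in Control and 7.66 ± 0.66 (SD, n = 12) in AdipoQ-LPL mice. The level of Nsdhl, which acts on later sterol intermediates, was 10.52 ± 0.45 (SD, n = 12) and 9.96 ± 0.51 (SD, n = 12). For Lss, which closes the sterol rings, the levels were 7.95 ± 0.33 and 7.54 ± 0.43 (SD, n = 12 each). For Sqle, which oxidises squalene, they were 7.36 ± 0.34 and 7.02 ± 0.45 (SD, n = 12 each). The unadjusted limma p was 0.00231 for Cyp51, 0.00535 for Nsdhl, 0.00931 for Lss and 0.0378 for Sqle. None passed over all genes tested, each at an adjusted p of 0.691. When the array set was a block, Cyp51 had a log2 difference of -0.49 (p = 0.00246), Nsdhl -0.41 (p = 0.0133), Lss -0.30 (p = 0.0247) and Sqle -0.23 (p = 0.108). Within the first array set the log2 differences were -0.83 for Cyp51, -0.65 for Nsdhl, -0.54 for Lss and -0.50 for Sqle, with exact permutation p values of 0.00233, 0.00233, 0.00155 and 0.0280, the last 0.0889 (at -0.37) without Control 3. Within the second they were -0.06, -0.12, -0.01 and 0.10, with exact permutation p values of 0.770, 0.664, 0.985 and 0.552. Nsdhl was below the Control mean of its own array set in 11 of 12 AdipoQ-LPL mice, Cyp51 and Lss in 10 and Sqle in 9.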

The enzymes NAD(P) dependent steroid dehydrogenase-like (*Nsdhl*); lanosterol synthase (*Lss*); cytochrome P450 family 51 (*Cyp51*), and squalene epoxidase (*Sqle*) were the genes in the steroid biosynthesis KEGG pathway, and all four genes were lower in AdipoQ-LPL mice (Table S1). Further analysis of the gene list (Table S1) showed that two other genes involved in cholesterol homeostasis, the low density lipoprotein receptor (*Ldlr*) and insulin induced gene 1 (*Insig1*), are also repressed in AdipoQ-LPL mice. Together, these data suggest that cholesterol biosynthesis is down-regulated in the adipose of AdipoQ-LPL mice; this could be due to increased lipoprotein core uptake by the LPL, which has been demonstrated to occur in other tissues^10–16^. 

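Insig1, which holds the SREBP proteins in the endoplasmic reticulum when sterols are plentiful, is itself a target of SREBP2, the transcription factor of cholesterol synthesis. The log2 value of Insig1 was 11.77 ± 0.42 (SD, n = 12) in Control and 11.12 ± 0.70 (SD, n = 12) in AdipoQ-LPL mice, a difference of -0.65 (SE 0.22, p = 0.00606 from limma). It was below the Control mean of its own array set in 10 of 12 AdipoQ-LPL mice and did not pass the test adjusted over all genes. After blocking by array set, the log2 difference of Insig1 was -0.49 (p = 0.0175). In the first array set Insig1 had -0.93 (exact permutation p = 0.00311) and in the second 0.05 (exact permutation p = 0.876). All 9 genes of a list of other SREBP2 targets, those outside the synthesis pathway, had a log2 difference below 0 over all mice, and the score of the list differed by -0.26 (permutation p = 0.0211, adjusted p = 0.197). None of the 9 passed limma over all genes and 2 were lower when adjusted over the list alone (0 with the array set as a block). The score fell by 0.31 within the first array set (exact permutation p = 0.00155, adjusted p = 0.0287) and differed by 0.02 within the second (exact permutation p = 0.800). With the block the difference was -0.16 (permutation p = 0.0219, adjusted p = 0.170).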

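Genes of cholesterol synthesis, from the mevalonate steps to the last sterol reductases, moved as a group in AdipoQ-LPL mice of the first array set. There the score of the 20 genes was 0.04 ± 0.21 (SD, n = 5) in Control and -0.34 ± 0.08 (SD, n = 8) in AdipoQ-LPL mice, and it fell by 0.38 (exact permutation p = 0.00155, adjusted p = 0.0287). With each mouse of that set left out in turn the difference ran from -0.44 to -0.30, and the adjusted exact permutation p was 0.0747 when Control 2, 3, 4 or 5 was left out, for this list and for the other SREBP2 targets. Without a Control mouse fewer relabellings remain, which by itself raises the exact p. Of the 8 AdipoQ-LPL mice of the first set, 6 are of a run of animal numbers that holds no Control mice. Within the other run of that set, with 5 Control and 2 AdipoQ-LPL mice, the difference was -0.33 (exact permutation p = 0.190). In the second array set the score was 0.22 ± 0.19 (SD, n = 7) in Control and 0.26 ± 0.23 (SD, n = 4) in AdipoQ-LPL mice (exact permutation p = 0.782). Over all mice the 20 genes had log2 differences below 0 and the score differed by -0.28 (permutation p = 0.0196), which did not pass the adjustment over 37 lists (adjusted p = 0.197). After blocking by array set, the difference was -0.19 (permutation p = 0.0342, adjusted p = 0.179). No member passed limma over all genes, 6 were lower when adjusted over the list alone, and 2 were lower in this way with the array set as a block. The difference between the array sets had a permutation p of 0.00926 and an adjusted p of 0.161. The set test camera with a preset correlation of 0.01 between genes called the list lower (adjusted p = 3.6e-09), and with an estimated correlation the adjusted p was 0.712. Of the 7 lists called with the preset correlation, 0 were called with an estimated one. Both forms of camera were run over all mice without the array set in the model, so the shift between the sets can add to the estimated correlation. From the lower levels of these enzymes and of Insig1, the paper proposes that cholesterol synthesis is down-regulated in the fat of AdipoQ-LPL mice. It proposes as a possible reason that LPL increases the uptake of the core of lipoproteins, as in other tissues.

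**Figure D1:**
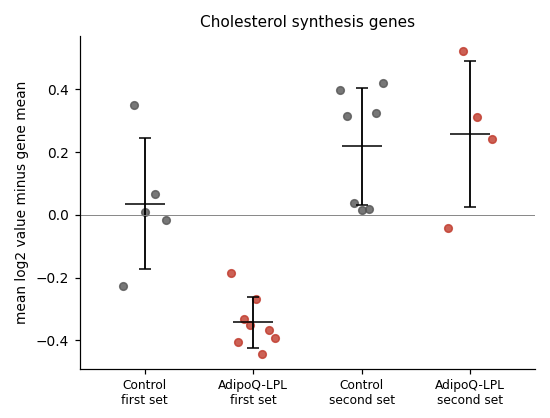
Score of the 20 cholesterol synthesis genes (mean log2 value minus the mean of each gene) in each mouse, by genotype and array set, with points for mice and bars for the mean and SD. AdipoQ-LPL mice average -0.34 in the first array set (n = 8) and 0.26 in the second (n = 4).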

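Targets of PPARG, the nuclear receptor of adipocyte differentiation and lipid storage, went both ways in AdipoQ-LPL mice. Plin2, which coats lipid droplets, had a log2 value of 11.02 ± 0.19 (SD, n = 12) in Control and 10.80 ± 0.24 (SD, n = 12) in AdipoQ-LPL mice. Gpd1, which makes glycerol phosphate for triglyceride, had 11.72 ± 0.28 and 11.49 ± 0.31 (SD, n = 12 each). The log2 difference of Plin2 was -0.16 with the array set as a block, -0.26 within the first array set and -0.04 within the second, and that of Gpd1 was -0.17, -0.33 and 0.02. Of 18 PPARG targets, 14 had a log2 difference below 0 over all mice and 4 above, where the median of all tested clusters was -0.08. None of the 18 passed limma over all genes or when adjusted over the list alone. The score of the list differed by -0.06 over all mice (permutation p = 0.188), and by 0.04 after each array was centred on its median. When the array set was a block, it differed by -0.01 (permutation p = 0.583), within the first array set by -0.04 (exact permutation p = 0.187) and within the second by 0.02 (exact permutation p = 0.358).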

The PPAR signaling KEGG pathway was also detected (P = 0.05), which was expected since we previously detected a PPAR gene signature in AdipoQ-LPL mice fed a high fat diet for 16-weeks^2^. Phosphoenolpyruvate carboxykinase 1 (*Pck1*) was induced in AdipoQ-LPL mice (Table S1); in addition, the microarray indicated that adiponectin is induced in AdipoQ-LPL mice. 

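Pck1, which supplies glycerol for the storage of fatty acids in fat cells, had a log2 value of 11.75 ± 0.51 (SD, n = 12) in Control and 12.17 ± 0.31 (SD, n = 12) in AdipoQ-LPL mice. Adipoq, the gene of the fat cell hormone adiponectin, had 11.81 ± 0.22 and 12.00 ± 0.13 (SD, n = 12 each). Pck1 and Adipoq were each below the Control mean of their own array set in 1 of 12 AdipoQ-LPL mice. The log2 difference of Pck1 was 0.42 (SE 0.16, p = 0.0155 from limma) and that of Adipoq was 0.19 (SE 0.08, p = 0.0226), and neither passed the adjustment over all genes. With the array set as a block they were 0.40 (p = 0.0285) and 0.12 (p = 0.0347). In mice of the first array set Pck1 differed by 0.53 (exact permutation p = 0.0194) and Adipoq by 0.08 (exact permutation p = 0.211). Without Control 3 the Adipoq difference there was 0.01 (exact permutation p = 0.719), and 3 AdipoQ-LPL mice lay below the Control mean of their set. Within the second, Pck1 differed by 0.24 (exact permutation p = 0.491) and Adipoq by 0.16 (exact permutation p = 0.0970).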

The shuttle for transfer of acetyl groups from the mitochondria to the cytosol BIOCARTA pathway was detected (P = 0.05). This pathway is involved in lipid biosynthesis, and the two genes in this pathway, malic enzyme 1 (*Me1*) and ATP citrate lyase (*Acly*), are repressed in AdipoQ-LPL mice (Table S1). In addition, Solute Carrier Family 25 Member 10 (*Slc25a10*), which is important for citrate transport from the mitochondria to the cytosol and lipogenesis^17^ was also repressed in AdipoQ-LPL mice (Table S1). Thus, key genes in lipid and cholesterol biosynthesis are repressed in AdipoQ-LPL mice, consistent with increased expression of LPL by the transgene.

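Me1, which makes NADPH for fatty acid synthesis, had a log2 value of 12.06 ± 0.28 (SD, n = 12) in Control and 11.75 ± 0.31 (SD, n = 12) in AdipoQ-LPL mice. Acly, which turns cytosolic citrate into acetyl-CoA, had 10.74 ± 0.29 and 10.36 ± 0.37 (SD, n = 12 each). Each was below the Control mean of its own array set in 11 of 12 AdipoQ-LPL mice. The log2 differences were -0.30 for Me1 (SE 0.12, p = 0.0149 from limma) and -0.38 for Acly (SE 0.13, p = 0.00686), which did not pass over all genes. After blocking by array set, they were -0.26 (p = 0.0345) and -0.29 (p = 0.0175). Within the first array set they were -0.47 and -0.45 (exact permutation p = 0.00233 and 0.00544), and within the second -0.01 and -0.09 (exact permutation p = 0.982 and 0.670).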

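Slc25a10, the dicarboxylate carrier of the mitochondrial membrane, had a log2 value of 9.29 ± 0.37 (SD, n = 12) in Control and 8.83 ± 0.43 (SD, n = 12) in AdipoQ-LPL mice. The difference was -0.46 (SE 0.15, p = 0.00630 from limma, not passed over all genes), and 10 of 12 AdipoQ-LPL mice were below the Control mean of their own array set. It was -0.33 with the array set as a block (p = 0.0153), -0.50 within the first array set (exact permutation p = 0.00777) and -0.12 within the second (exact permutation p = 0.609). Scd2, a fatty acid desaturase, had a log2 difference of -0.52 (SE 0.17) over all mice, -0.40 with the block, -0.69 within the first set and -0.06 within the second. For Acss2, which makes acetyl-CoA from acetate, these were -0.49 (SE 0.18), -0.41, -0.68 and -0.09.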

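The list of fatty acid synthesis genes covers the enzymes, carriers and regulators that turn glucose carbon into fatty acids. All 22 had a log2 difference below 0 over all mice, where the median of all tested clusters was -0.08. The score of the list was 0.14 ± 0.22 (SD, n = 12) in Control and -0.14 ± 0.26 (SD, n = 12) in AdipoQ-LPL mice. Lpl itself had a log2 value of 13.62 ± 0.15 (SD, n = 12) in Control and 13.53 ± 0.18 (SD, n = 12) in AdipoQ-LPL mice by its brighter cluster. The list score differed by -0.28 over all mice (permutation p = 0.0108, adjusted p = 0.197) and by -0.19 with the array set as a block (permutation p = 0.0166, adjusted p = 0.170). It differed by -0.28 within the first array set (exact permutation p = 0.0124, adjusted p = 0.0910), by -0.37 there without Control 1 (exact permutation p = 0.00202, adjusted p = 0.0149), the only mouse whose omission brought the list past the threshold, and by -0.08 within the second (exact permutation p = 0.503). None of the 22 genes passed limma over all genes or when adjusted over the list alone. The set test camera called the list lower with the preset correlation (adjusted p = 4.4e-08), and with an estimated correlation the adjusted p was 0.712. The brighter Lpl cluster had a log2 difference of -0.10 (SE 0.07, p = 0.186 from limma), -0.02 with the block, -0.07 within the first set and 0.03 within the second, and 0.01 after each array was centred on its median. A dimmer cluster with the same symbol had 0.17 over all mice, 0.06 with the block, -0.15 within the first set and 0.31 within the second.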

To gain further insight into the transcriptional response of the mice, we performed gene set enrichment analysis of hallmark gene sets on all of the microarray data^18–20^. In addition to suppression of the cholesterol homeostasis pathway, this analysis identified several pathways that contribute to adipose dysfunction are repressed in AdipoQ-LPL mice including the unfolded protein response (endoplasmic reticulum stress) and mammalian target of rapamycin complex 1 (MTORC1 signaling) (Table 2); example enrichment plots are shown in Fig. 1. 

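Genes of the unfolded protein response, which restores protein folding in the endoplasmic reticulum, had mostly small negative differences over all mice, 26 below 0 and 5 above. The median of all tested clusters over all mice was -0.08, so a majority below 0 is not particular to this list. Atf4, a transcription factor of the stress response, had a log2 difference of -0.27 (SE 0.09, p = 0.00559 from limma), Ern1, a sensor of unfolded proteins, -0.19 (SE 0.09, p = 0.0373), and Ddit3, a transcription factor of prolonged stress, -0.20 (SE 0.09, p = 0.0385). When the array set was a block, these were -0.18, -0.12 and -0.15. In mice of the first array set they were -0.29, -0.02 and -0.20, and within the second -0.04, -0.26 and -0.08. Among genes that mTORC1, the kinase complex of growth signalling, raises, 19 were below 0 over all mice and 2 above, beside the same median of -0.08. Slc7a5, an amino acid carrier, had -0.40 (SE 0.18, p = 0.0318), and Tfrc, the transferrin receptor, -0.27 (SE 0.13, p = 0.0502). With the block these were -0.33 and -0.17, within the first set -0.39 (-0.16 without Control 3) and -0.28, and within the second -0.25 and -0.03. None of the 31 unfolded protein response genes or of the 21 tested mTORC1 genes passed limma over all genes or when adjusted over the list alone. The score of the unfolded protein response differed by -0.08 over all mice (permutation p = 0.210), by 0.03 after each array was centred on its median and by -0.01 with the array set as a block (permutation p = 0.713). Its difference was -0.01 within the first array set and 0.00 within the second (exact permutation p = 0.607 and 0.712). The mTORC1 score differed by -0.12 over all mice (permutation p = 0.0847), -0.05 with the block (permutation p = 0.161), -0.12 within the first set and 0.03 within the second (exact permutation p = 0.00544 and 0.633), and the first of these set values had an adjusted p of 0.0671 (0.0249 without Control 1, at -0.14). A gene set enrichment test with 1000 permutations of the genotypes gave normalized enrichment scores of -1.49 for the unfolded protein response (permutation p = 0.0441, adjusted p = 0.397) and -1.24 for mTORC1 (permutation p = 0.261). Both lists hold textbook members, not the members of the paper's gene sets.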

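Genes of TGFB signalling, which drives fibrosis, and of the response to low oxygen had log2 differences mostly below 0 over all mice, 21 of 25 and 16 of 20. The median of all tested clusters over all mice was also below 0, at -0.08. Ltbp2, a matrix protein that binds fibrillin, had a log2 value of 7.20 ± 0.41 (SD, n = 12) in Control and 6.82 ± 0.18 (SD, n = 12) in AdipoQ-LPL mice, and Id3, an early TGFB target, had 9.54 ± 0.33 and 9.20 ± 0.42 (SD, n = 12 each). Egln3, an oxygen sensor, had 6.64 ± 0.39 and 6.23 ± 0.27 (SD, n = 12 each). The log2 difference of Ltbp2 was -0.30 with the array set as a block, -0.17 within the first array set and -0.47 within the second. That of Id3 was -0.20, -0.36 and 0.00, and that of Egln3 was -0.30, -0.09 and -0.55. For Ddit4, a stress-induced inhibitor of mTORC1, the values were -0.30, -0.48 and -0.09, and for Bnip3, which acts in mitochondrial turnover, 0.17, 0.14 and 0.21. None of the genes of either list passed limma over all genes, and 2 hypoxia genes were lower when adjusted over the list alone (0 with the block). The TGFB score differed by -0.13 over all mice (permutation p = 0.107) and -0.04 with the block (permutation p = 0.145). It differed by -0.01 within the first set (exact permutation p = 0.746) and -0.07 within the second (exact permutation p = 0.118). The hypoxia score differed by -0.10 over all mice (permutation p = 0.155), by 0.00 after each array was centred on its median and by -0.01 with the block (permutation p = 0.364). Within the first set it was -0.04 (exact permutation p = 0.0894) and within the second 0.02 (exact permutation p = 0.348). The 23 collagen and matrix genes differed by -0.08 over all mice (permutation p = 0.430) and by 0.02 with the block.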

The TGFβ signaling and hypoxia gene sets had trends for reduction (Table 2). These pathways are upregulated early in the course of the development of adipose dysfunction by high fat feeding and are intertwined with each other. Furthermore, these pathways are linked to inflammation and fibrosis by mechanisms that are incompletely understood. 

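Genes tied to pancreatic islets, those that the paper lists in Table 3, were measured at low levels in fat and differed little between the genotypes. Over all mice, 14 of the 27 tested members had a log2 difference below 0 and 13 above, and none passed limma over all genes. Entries that Table 3 prints without a gene name could not be included, and insulin stands as Ins1 and Ins2, which gives 35 genes and not the paper's whole set. The score of these 35 members was 0.01 ± 0.16 (SD, n = 12) in Control and -0.01 ± 0.17 (SD, n = 12) in AdipoQ-LPL mice. The score differed by -0.03 over all mice (permutation p = 0.668), by 0.07 after each array was centred on its median and by 0.05 with the array set as a block (permutation p = 0.0277, adjusted p = 0.171), so its direction follows the scaling. The median log2 difference of all tested clusters over all mice was -0.08, below that of the set. Within the first array set it differed by 0.03 (exact permutation p = 0.205) and within the second by 0.07 (exact permutation p = 0.0848). A gene set enrichment test on the signal-to-noise ranking with 1000 permutations of the genotypes gave an enrichment score of 0.204 and a normalized score of 0.666 for the 35 genes (permutation p = 0.857). With an unweighted score the values were 0.316 and 1.80 (permutation p = 0.0388), and with the array set as a block 0.424 and 1.29 (permutation p = 0.180). In mice of the first array set the normalized score was 0.900 (permutation p = 0.579) and within the second 1.30 (permutation p = 0.154).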

An unexpected finding was the enrichment of genes involved in pancreatic β-cell development and function in the AdipoQ-LPL mice (Table 2), suggesting a possible link between adipose tissue and pancreatic β-cell function, contributing to improved glucose homeostasis. GSEA analysis thus suggested two mechanisms for the improved glucose homeostasis of the AdipoQ-LPL mice. One mechanism involves an effect on adipose tissue and the other involves adipose tissue—pancreatic β-cell cross talk.

**Table 2:** Enrichment of hallmark gene sets in adipose tissue.

Gene sets down in AdipoQ-LPL mice					
Name	SIZE	ES	NES	NOM P-val	FDR q-val
HALLMARK_CHOLESTEROL_HOMEOSTASIS	72	− 0.65	− 1.78	0.002	0.127
HALLMARK_UNFOLDED_PROTEIN_RESPONSE	109	− 0.42	− 1.65	0.030	0.270
HALLMARK_MTORC1_SIGNALING	185	− 0.50	− 1.59	0.042	0.281
HALLMARK_TGF_BETA_SIGNALING	54	− 0.40	− 1.46	0.085	0.417
HALLMARK_UV_RESPONSE_UP	143	− 0.29	− 1.27	0.096	0.355
HALLMARK_MYC_TARGETS_V1	175	− 0.44	− 1.58	0.100	0.235
HALLMARK_APICAL_JUNCTION	198	− 0.33	− 1.29	0.101	0.431
HALLMARK_HYPOXIA	191	− 0.32	− 1.28	0.105	0.385
HALLMARK_MYOGENESIS	195	− 0.38	− 1.28	0.106	0.413
**Gene sets up in AdipoQ-LPL mice**					
HALLMARK_PANCREAS_BETA_CELLS	37	0.58	1.69	0.008	0.137
HALLMARK_COAGULATION	131	0.44	1.39	0.061	0.578

The microarray data for adipose tissue gene expression was analyzed by GSEA to evaluate hallmark gene sets downregulated or upregulated in AdipoQ-LPL mice. The name of the pathway, number of genes (SIZE), Enrichment and normalized enrichment scores, Nominal P values and false discovery rate q-values generated by GSEA are indicated.

**Figure 1:**
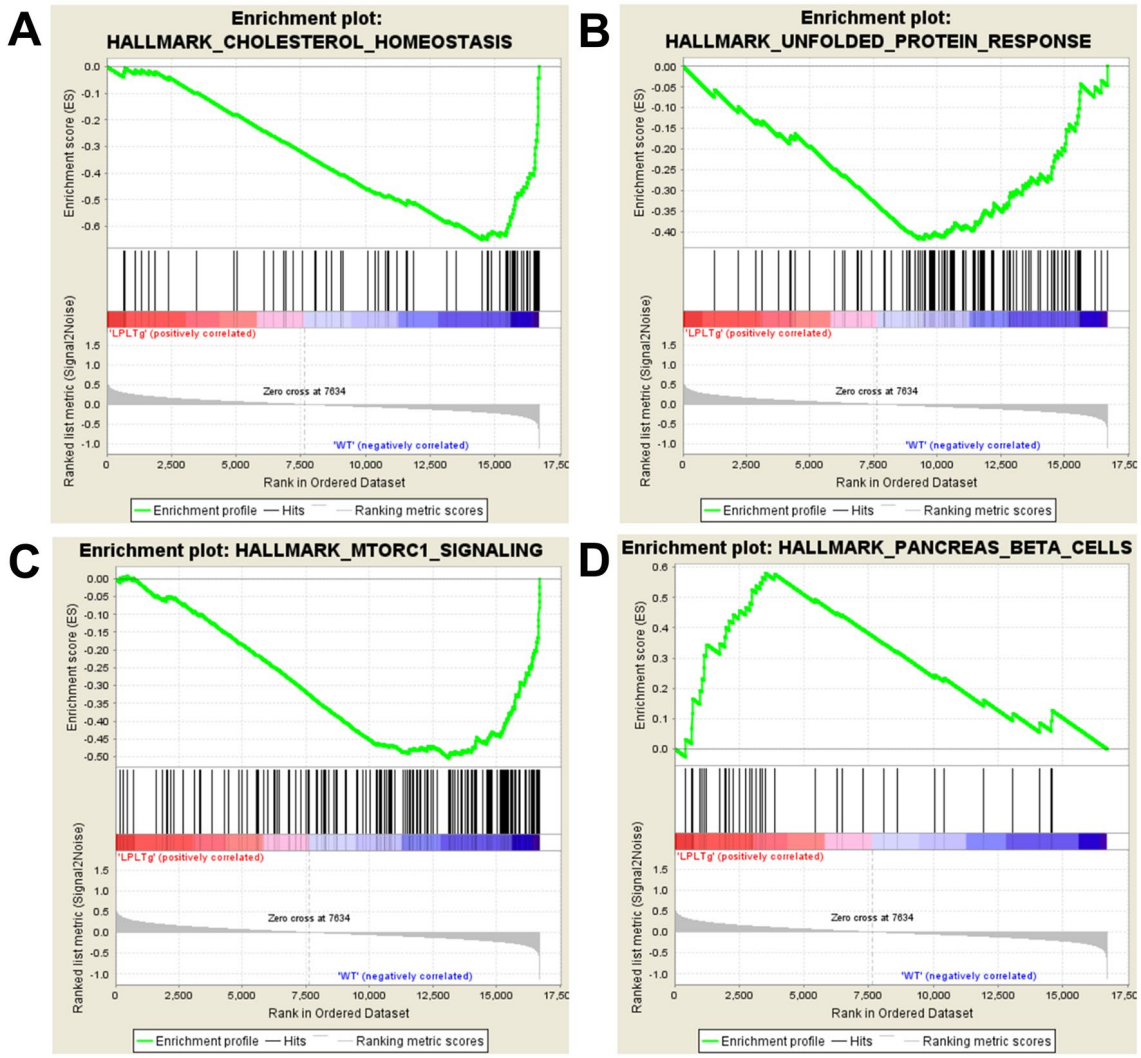
Enrichment plots of hallmark gene sets enriched and repressed in perigonadal adipose tissue of male AdipoQ-LPL mice. We used Affymetrix Mouse 2.0 microarrays to quantify gene expression in perigonadal adipose tissue and analyzed the entire set of data by gene set enrichment analysis to identify hallmark gene sets enriched or repressed in the AdipoQ-LPL mice (n = 12). (**A**–**D**) Enrichment plots for gene sets repressed and enriched in AdipoQ-LPL mice.

#### Suppression of the cholesterol homeostasis pathway and identification of SND1 as a link between SREBP2 and inflammation in adipose tissue

Hierarchical cluster analysis indicated that SND1 was clustered with genes involved in cholesterol biosynthesis (Fig. 2), suggesting that SND1 is regulated by SREBP2. 

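Whether Snd1 rises and falls with the cholesterol synthesis genes from mouse to mouse was examined within a genotype and an array set, since the sets separate the mice into clusters. In the 7 Control mice of the second array set, mice with more Snd1 tended to have a higher cholesterol synthesis score and more Insig1. In the 8 AdipoQ-LPL mice of the first array set the same correlations were near 0. Snd1 ran only from 8.13 to 8.38 in these 8 mice, so a relation could be missed there. No correlation was computed in the 5 Control mice of the first set and the 4 AdipoQ-LPL mice of the second. In those Control mice the score had a Pearson r of 0.854 with Snd1 (exact permutation p = 0.0379, adjusted p = 0.227) and a Spearman rho of 0.750 (exact permutation p = 0.0663). Without the 2 mice farthest from the median of Snd1, r was 0.776 (n = 5). For Insig1 r was 0.892 (exact permutation p = 0.0163, adjusted p = 0.195) and rho 0.821 (exact permutation p = 0.0341), and without the 2 farthest mice r was 0.931. In those AdipoQ-LPL mice the score had r = 0.0541 and rho = 0.0476 with Snd1 (exact permutation p = 0.893 and 0.935), and r was 0.0338 without the 2 farthest mice. Insig1 had r = 0.130 and rho = 0.190 (exact permutation p = 0.733 and 0.665). Of the 12 relations in this family, 0 had an adjusted p under 0.05 and 2 an unadjusted exact p under 0.05. Srebf2, the gene of SREBP2, had a log2 value of 8.77 ± 0.26 (SD, n = 12) in Control and 8.51 ± 0.29 (SD, n = 12) in AdipoQ-LPL mice. Its log2 difference was -0.26 (SE 0.11, p = 0.0232 from limma, not passed over all genes), -0.17 with the array set as a block (p = 0.0558), -0.18 within the first set and -0.16 within the second (exact permutation p = 0.222 and 0.176), and -0.07 within the first set without Control 3.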

SND1 binds RNA and regulates transcription, splicing, mRNA stability, and miRNA biosynthesis. SND1 is conserved from plants to mammals, and one of its primary functions is to protect against stress by regulating cellular stress responses. As an oncogene in hepatic carcinoma, SND1 enhances inflammation and fibrosis^21,22^, suggesting that SND1 could be an important link between SREBP2 and cellular stress responses including inflammation. Suppression of SND1 could thus contribute to the improved transcriptional response of the AdipoQ-LPL mouse.

**Figure 2:**
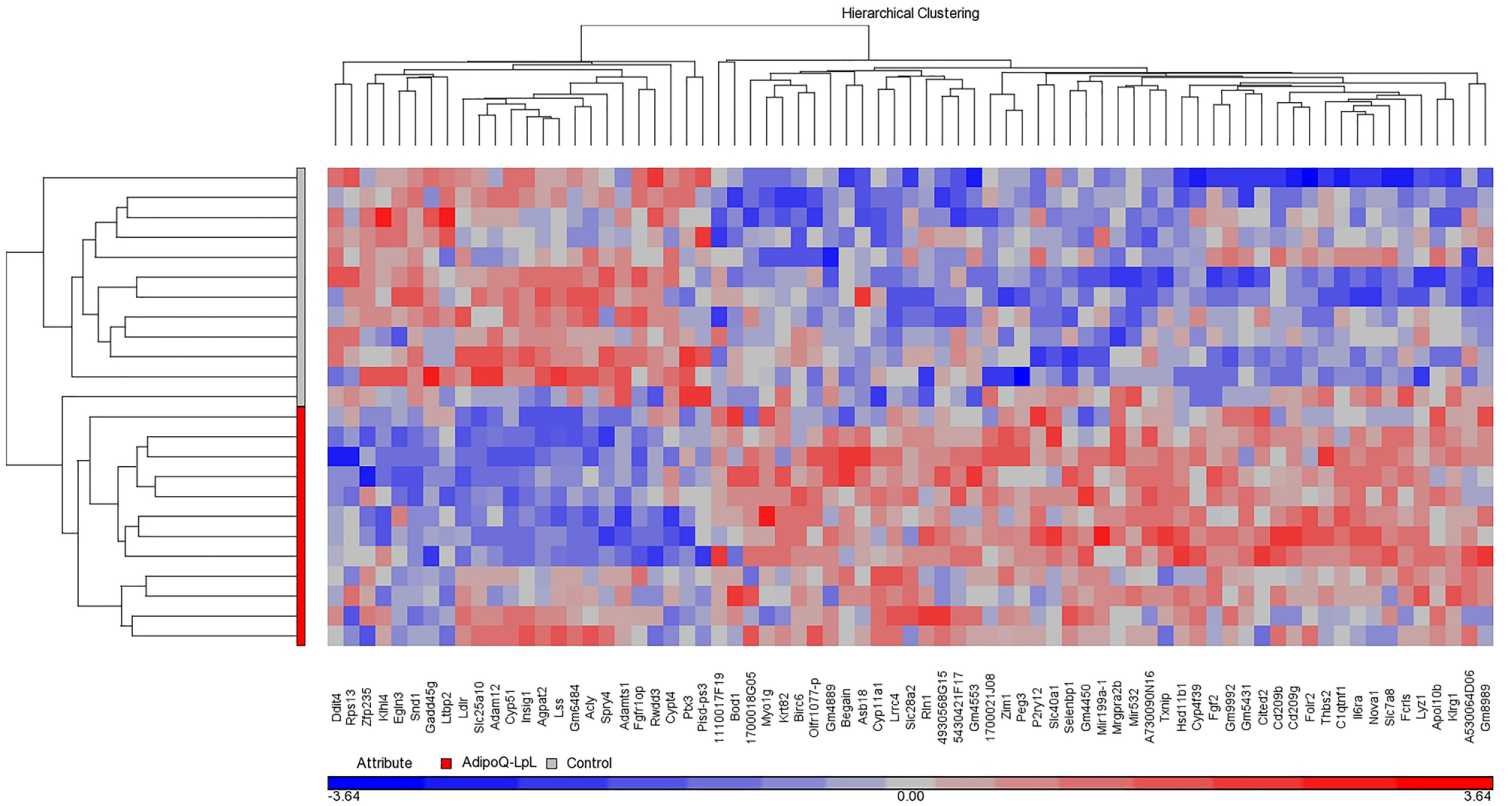
Hierarchical clustering of gene expression. The heat map was generated with Partek using genes with a P value less than 0.01 and a 1.25-fold change in expression.

We verified the microarray results with real time RT PCR. SND1 mRNA was repressed in perigonadal adipose tissue of AdipoQ-LPL mice (Fig. 3A; P < 0.0001). As shown in Fig. 3B–D, *Ldlr*, *Lss* and *Insig1*, which are SREBP2-regulated genes, were all lower in AdipoQ-LPL mice than control mice (P < 0.05). When we examined the *Snd1* gene structure, we found that Leucine Rich Repeat Containing 4 (*Lrrc4*) is nested in an intron of SND1 on the opposite strand^23^. 

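Lrrc4 lies within the bounds of Snd1 on chromosome 6 in the mouse reference, so the genes around this locus were examined as well. Apart from Snd1 and Lrrc4, no gene of the region passed the test in AdipoQ-LPL mice. Within 1 Mb of Snd1, 29 genes were measured and 24 tested. Of the 23 other than Lrrc4, 0 were called by limma, over all mice or with the array set as a block, and 1 had an unadjusted p under 0.05 with the block. Their log2 differences with the block ran from -0.15 to 0.14.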

*Lrrc4* mRNA is higher in AdipoQ-LPL mice (Fig. 3E; P < 0.0001). This is the first report of the *Snd1* and *Lrrc4* genes being differentially regulated in vivo, a common phenomenon for nested genes^23^. 

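Snd1 fell and Lrrc4 rose in the fat of AdipoQ-LPL mice in both array sets. The log2 value of Snd1 (transcript cluster 17456506) was 9.30 ± 0.32 (SD, n = 12) in Control and 8.48 ± 0.31 (SD, n = 12) in AdipoQ-LPL mice, and 12 of 12 AdipoQ-LPL mice were below the Control mean of their own array set. That of Lrrc4 (transcript cluster 17465332) was 4.77 ± 0.35 (SD, n = 12) and 5.78 ± 0.47 (SD, n = 12), and 0 of 12 AdipoQ-LPL mice were below the Control mean of their set. Snd1 had a log2 difference of -0.82 (SE 0.12) with an adjusted p of 0.00804 from limma, and Lrrc4 one of 1.02 (SE 0.16) with an adjusted p of 0.00980. With the array set as a block the log2 differences were -0.68 (SE 0.05, adjusted p = 8.0e-08) and 1.18 (SE 0.11, adjusted p = 8.2e-07). Within the first array set Snd1 was at 8.97 ± 0.07 (SD, n = 5) in Control and 8.28 ± 0.08 (SD, n = 8) in AdipoQ-LPL mice, and Lrrc4 at 4.51 ± 0.31 (SD, n = 5) and 5.49 ± 0.18 (SD, n = 8). The exact permutation p was 0.000777 for each, the smallest that these mice can give. Within the second set Snd1 was at 9.54 ± 0.16 (SD, n = 7) and 8.86 ± 0.19 (SD, n = 4), and Lrrc4 at 4.95 ± 0.26 (SD, n = 7) and 6.36 ± 0.26 (SD, n = 4). The exact permutation p of 0.00303 for each is again the smallest possible, and the limma p adjusted over all genes was 0.139 for Snd1 and 0.0130 for Lrrc4. The Control level of Lrrc4 lies below the floor of 5 used for testing, near the lower end of the array, so the size of its difference is uncertain.

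**Figure D2:**
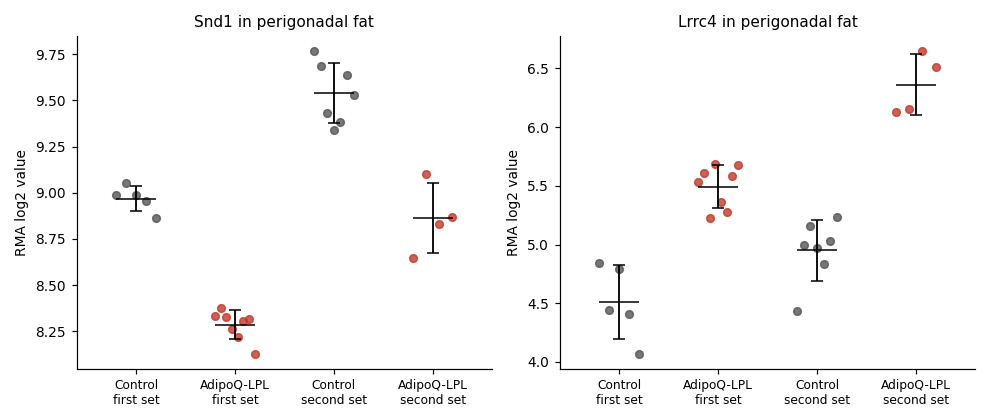
RMA log2 values of Snd1 and Lrrc4 in each mouse, by genotype and array set, with points for mice and bars for the mean and SD. In each array set the AdipoQ-LPL mice sit below the Control mice for Snd1 (means 8.28 and 8.97 in the first set) and above them for Lrrc4 (means 5.49 and 4.51).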

In fact, these two nested genes had by far the best two P values in this study (Table S1). Finally, although genes become nested by random, it is interesting to note that SND1 is an oncogene and Lrcc4 is a tumor suppressor.

**Figure 3:**
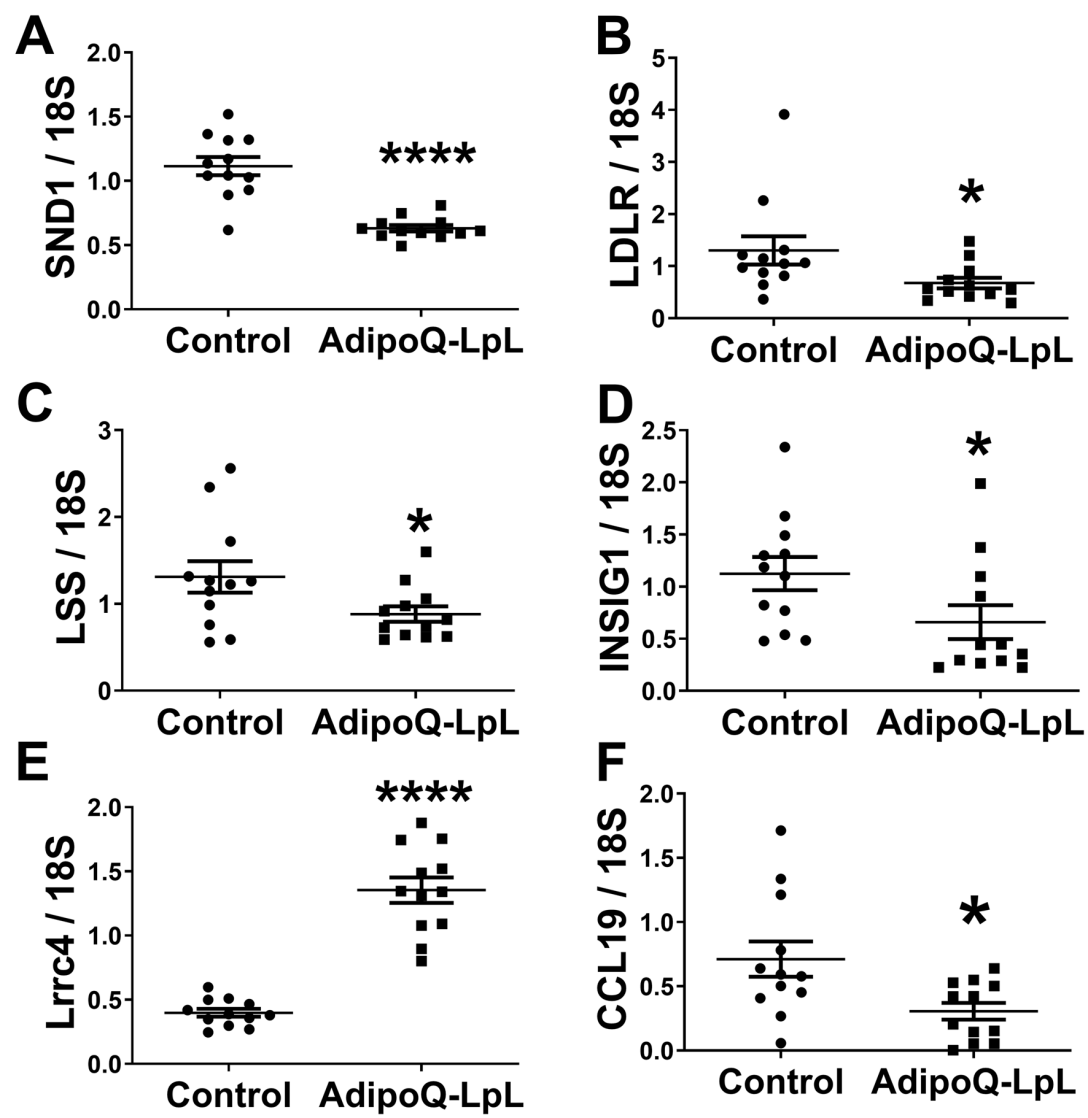
Confirmation of the microarray results. mRNA expression in perigonadal fat of control and AdipoQ-LPL mice on chow or high fat diet (10-days) was measured by real-time RT-PCR. The data are represented as the mean ± SEM of gene expression normalized to 18S (n = 12). mRNA expression of (**A**) SND1, (**B**) LDLR, (**C**) LSS, (**D**) INSIG1, (**E**) Lrrc4, and (**F**) CCl19 is indicated (*P < 0.05; ****P < 0.0001; two-tailed unpaired Student’s t-test). Data for *Ccl19* is log10 transformed.

Because of the potential connection between SND1 and inflammation, we evaluated inflammatory gene expression. Inflammation is just beginning to develop at 10-days of high fat feeding^3^; therefore we did not expect to find a large number of inflammatory genes. However, in Table S1, we identified chemokine (C–C motif) ligand 19 (*Ccl19*; macrophage inflammatory protein 3b), a chemokine for dendritic cells, which promote adipose inflammation^24^, and confirmed that it was repressed in AdipoQ-LPL mice (Fig. 3F; P<0.05).

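Ccl19, a chemokine that draws dendritic cells and T cells to lymphoid tissue, had a log2 value of 7.63 ± 0.51 (SD, n = 12) in Control and 7.27 ± 0.24 (SD, n = 12) in AdipoQ-LPL mice by its brightest cluster. Ccl2, a chemokine for monocytes, had 7.95 ± 0.50 and 7.99 ± 0.44 (SD, n = 12 each). The Ccl19 level was below the Control mean of its own array set in 10 of 12 AdipoQ-LPL mice and that of Ccl2 in 5. The log2 difference of this Ccl19 cluster was -0.36 (SE 0.15, p = 0.0260 from limma, not passed over all genes) and -0.23 with the array set as a block (p = 0.0704). It was -0.06 within the first array set (exact permutation p = 0.671), 0.06 there without Control 3 (exact permutation p = 0.523; 8 of 12 AdipoQ-LPL mice then below the Control mean of their set), and -0.44 within the second (exact permutation p = 0.0879). Ccl2 had 0.04 over all mice and with the block (p = 0.832 and 0.853), -0.02 within the first set (0.27 without Control 1) and 0.10 within the second. Of 20 tested inflammatory cytokines and chemokines, 18 were below 0 over all mice and 2 above, where the median of all tested clusters was -0.08. None of the 20 passed limma over all genes or when adjusted over the list alone. Their score differed by -0.18 over all mice (permutation p = 0.114) and by -0.08 with the block (permutation p = 0.307), and it was 0.02 within the first set and -0.20 within the second (exact permutation p = 0.0727). Within the second set the scores of lymphoid stroma, a list that includes Ccl19, and of B cells differed by -0.49 (exact permutation p = 0.0121, adjusted p = 0.149) and -0.43 (exact permutation p = 0.112), and within the first set by 0.16 each (exact permutation p = 0.451 and 0.0490).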

### SND1 mRNA and protein expression and regulation in adipocytes

To identify cell types where *Snd1* is expressed in adipose tissue and regulated by LPL, we collagenase digested adipose tissue and measured *Snd1* in the floating adipocytes. *Snd1* mRNA was significantly repressed in the AdipoQ-LPL mouse floating adipocytes (Fig. 4A; P < 0.05). *Snd1* was expressed in the stromal vascular fraction, and there was a trend for lower expression in the AdipoQ-LPL mice (P = 0.07; not shown). Next, we confirmed that SND1 protein levels were reduced in floating adipocytes from the AdipoQ-LPL mouse (Fig. 4B; P < 0.05; images of the uncropped gels are in supplemental Fig. 1). Finally, we characterized *Snd1* mRNA expression during a time course of differentiation of 3T3-L1 cells into adipocytes. *Adiponectin* expression was low in preadipocytes and increased during the time course of differentiation as expected. *Snd1* mRNA was expressed during all stages of differentiation (Fig. 4C) as previously observed^25^. Thus, *Snd1* is expressed in adipocytes, reduced in AdipoQ-LPL mice, and 3T3-L1 adipocytes are a suitable model for in vitro studies of SND1.

**Figure 4:**
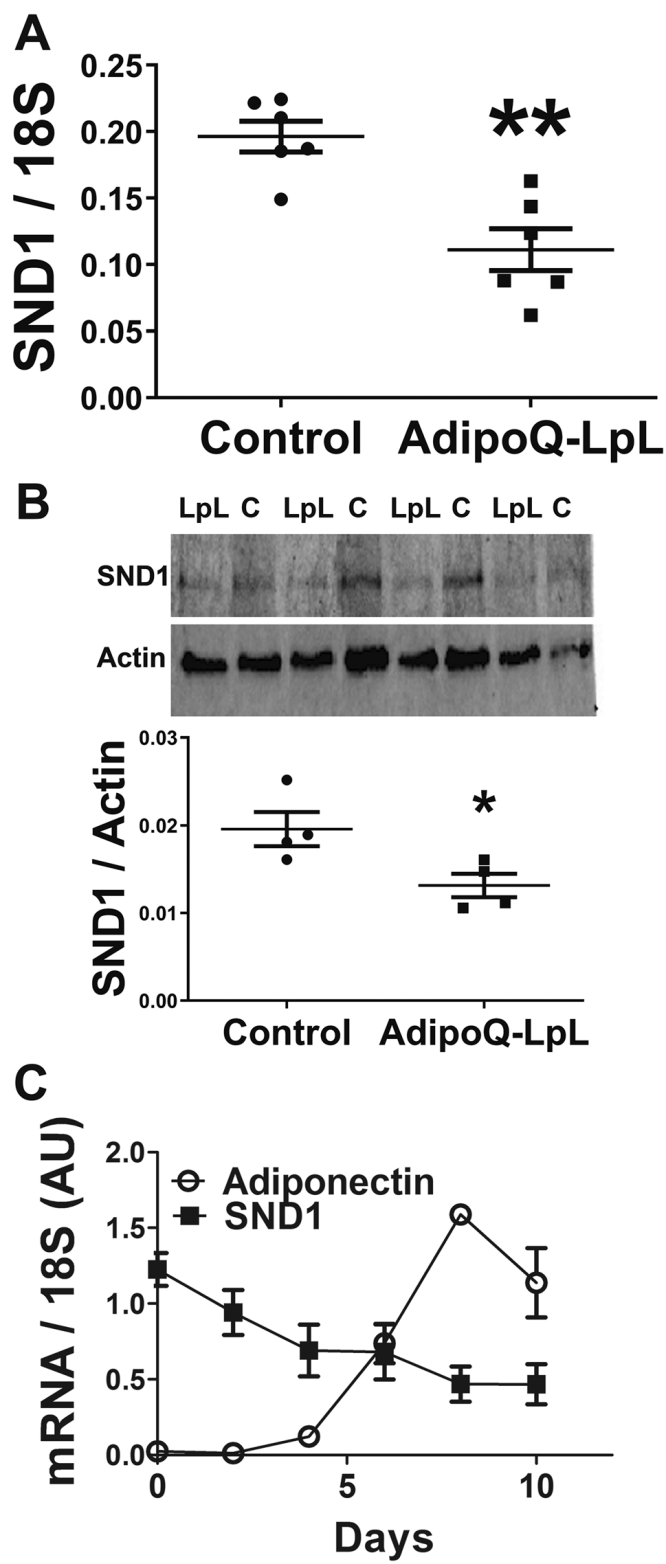
SND1 mRNA and protein expression in adipocytes. (**A**) SND1 mRNA expression was measured in the floating adipocytes obtained by collagenase digestion of adipose tissue from control and AdipoQ-LPL mice high fat diet (10-days). The data are represented as the mean ± SEM (n = 6; **P < 0.01; two-tailed unpaired Student’s t-test). (**B**) SND1 and actin were immunoblotted in lysates of floating adipocytes from control (**C**) and AdipoQ-LPL (LpL) mice on the high fat diet (10-days). The ratio of SND1 to actin was calculated, and the data are represented as the mean ± SEM (n = 4; *P < 0.05; two-tailed unpaired Student’s t-test). (**C**) *Snd1* or *AdipoQ* mRNA expression during a time course of 3T3-L1 adipocyte differentiation (n = 3).

Since *Snd1* clustered with genes in the cholesterol homeostasis pathway, we determined the effects of cholesterol depletion and reduction of SREBP2 by siRNA on *Snd1* mRNA expression in adipocytes. We treated differentiated 3T3-L1 adipocytes with lipoprotein deficient serum (LPDS) containing compactin and a low level of mevalonate to prevent toxicity; cholesterol was added to the same media to inhibit SREBP2. Addition of cholesterol to the media repressed *Ldlr* mRNA expression as expected, and *Snd1* mRNA expression was also repressed (Fig. 5A,B; P < 0.001), suggesting that SREBP2 positively regulates SND1 expression in adipocytes. Next, we used siRNA to reduce SREBP2 in differentiated 3T3L1 cells. Treatment of 3T3L1 cells with SREBP2 siRNA reduced SREBP2 mRNA levels (Fig. 5C; P < 0.01) and SREBP2 protein (mature) levels (Fig. 5D; P < 0.05; images of the uncropped gels are in supplemental Fig. 2). We note that we did not detect the parental form of SREBP2 likely due to the use of serum free medium in this experiment (see full blots in supplemental Fig. 2). Reducing SREBP2 with siRNA reduced SND1 mRNA levels (Fig. 5E; P < 0.05).

**Figure 5:**
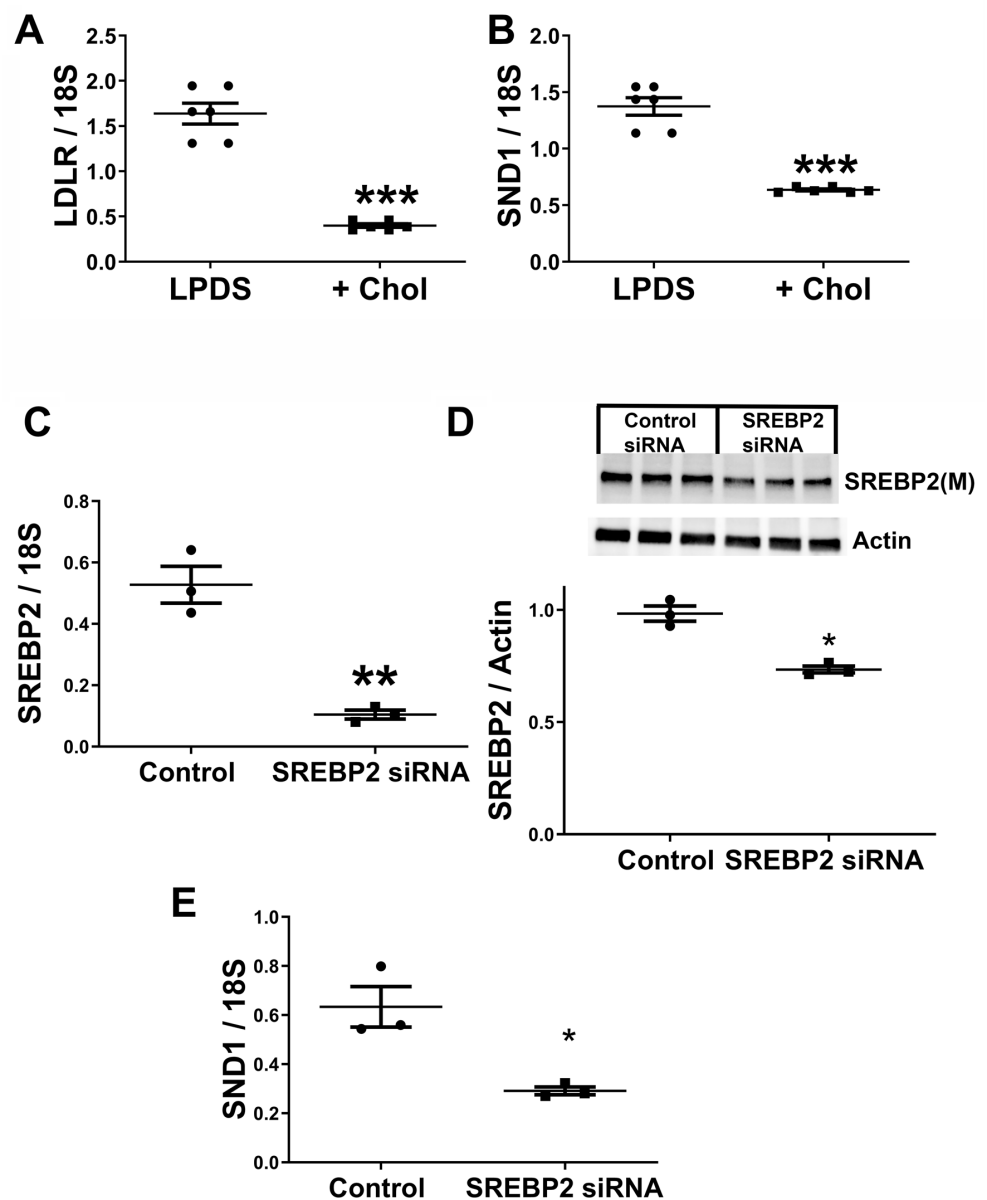
SREBP2 regulates *Snd1* mRNA expression. (**A**,**B**) Differentiated 3T3-L1 adipocytes were treated with lipoprotein deficient serum containing media (LPDS) for 24-h. The cells were then incubated in LPDS or LPDS with cholesterol (Chol) as indicated. Real-time RT-PCR was used to measure the gene expression of *Ldlr* and *Snd1*. Next, differentiated 3T3-L1 adipocytes were treated with control (scrambled) or SREBP2 siRNA. (**C**) SREBP2 mRNA expression was measured. **(D**) SREBP2 (M:mature form) and actin were immunoblotted and quantified. (**E**) SND1 mRNA expression was determined. The data are represented as the mean ± SEM (n = 6 (A and B) or n = 3 (**C**–**E**); *P < 0.05; **P < 0.01; ***P < 0.001 two-tailed unpaired Student’s t-test).

### SND1 promotes inflammatory cytokine and chemokine expression in adipocytes

SREBP2 promotes inflammation, but the precise mechanism is not known. SND1 promotes nuclear factor kappa-light-chain-enhancer of activated B cells (NFκB) activity in hepatic carcinoma^22^, and could thus be a link between SREBP2 and inflammation in adipocytes. Since activation of the NFκB pathway has been strongly implicated in the development of adipose inflammation^26,27^, we determined whether reducing SND1 expression would inhibit the induction of inflammatory cytokines that are known to be regulated by NFκB in differentiated 3T3-L1 adipocytes. We also evaluated *Ccl19* since it is an inflammatory chemokine^24,28^ that was repressed 1.4-fold in AdipoQ-LPL mice (Table S1; P = 0.013), which was confirmed by real time RT PCR (Fig. 3F; P < 0.05). 

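The array holds 12 clusters with the symbol Ccl19, a gene with several copies in the mouse genome, and the level in AdipoQ-LPL mice was lower by each. Their log2 differences ran from -0.57 to -0.26 over all mice and from -0.44 to -0.12 with the array set as a block. The cluster that matches the entry of Table S1 was 1.36-fold lower in AdipoQ-LPL mice (p = 0.0130 from limma, unadjusted). In mice of the first array set the 12 clusters had log2 differences of -0.15 to -0.04 and within the second of -0.89 to -0.21. Clusters that share probes are not independent measures of the gene.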

We treated 3T3-L1 adipocytes with control (scramble) siRNA or SND1 siRNA and 48-h later treated them with tumor necrosis factor-α (TNFα) to induce an inflammatory response. Treatment of differentiated 3T3L1 cells with SND1 siRNA significantly reduced SND1 mRNA and protein levels (Fig. 6A,B; P < 0.05; images of the uncropped gels are in supplemental Fig. 3). Next, we determined whether lowering SND1 with siRNA would reduce inflammatory gene expression in response to TNFα treatment. Interleukin 6 (*IL6*) and monocyte chemoattractant protein 1 (*MCP1*) were evaluated as classical inflammatory genes, and Ccl19 was evaluated because it was shown to be lower in adipose tissue of AdipoQ-LpL mice and is also an inflammatory gene. *Ccl19 IL6*, and *MCP1* were induced by TNFα and repressed in *Snd1* siRNA in 3T3-L1 adipocytes (Fig. 6B–D; P < 0.05).

**Figure 6:**
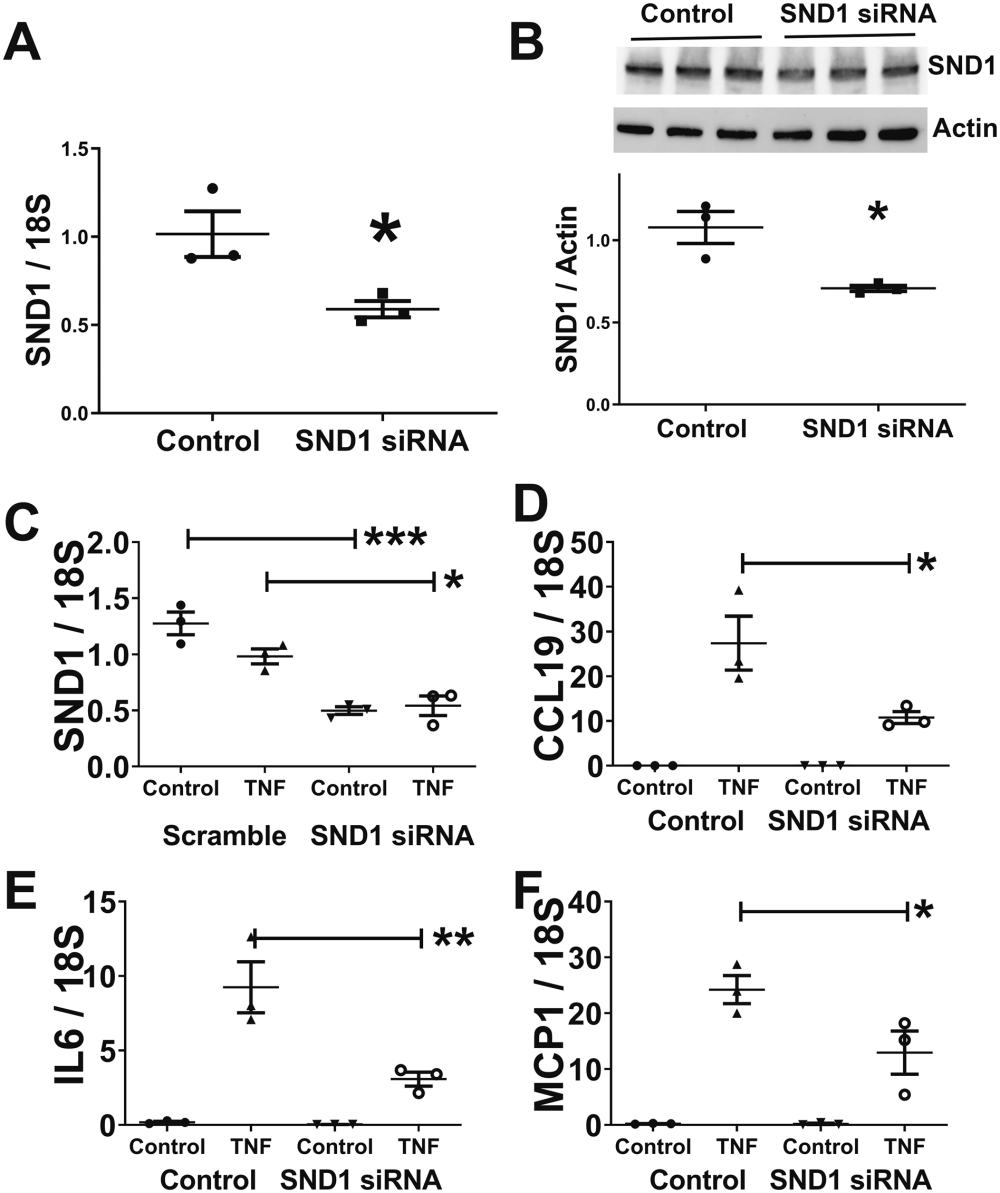
SND1 promotes inflammatory gene expression in adipocytes. (**A**,**B**) Differentiated 3T3-L1 adipocytes were treated with control (scrambled) or *Snd1* siRNA as indicated, and *Snd1*1 mRNA expression and protein expression were determined. (**C**–**F**) Differentiated 3T3-L1 adipocytes were treated with control or Snd1 siRNA as indicated. Next, they were treated with 20 ng/mL TNFα for 6-h. The mRNA expression of (**C**) SND1, (**D**) CCL19, (**E**) IL6, and (**F**) MCP1 was determined with real time RT-PCR. The data are represented as the mean ± SEM (n = 3; *P < 0.05; **P < 0.01; ***P < 0.01; one way ANOVA with Tukey post hoc test); the data for SND1 is log transformed.

### SND1 regulates Ccl19 splicing

SND1 regulates mRNA splicing by promoting the inclusion of exons with weak splice sites^29^; therefore, we analyzed the array data for gene splicing. This revealed a significant number of genes with alternative splicing (Table S2) including *Ccl19*. 

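The genes of Table S2 were picked for probes that move apart within a gene, and most differ little at the level of the whole gene. Apbb2, an adaptor protein of the amyloid precursor, has the lowest splicing p of the authors' deposited table (1.3e-17). Gorasp2, a protein of the Golgi stack, is next with 3.6e-15 in the authors' deposited table. The log2 difference of Apbb2 was -0.06 (SE 0.09) over all mice and 0.04 after each array was centred on its median, and that of Gorasp2 was -0.10 (SE 0.06) and 0.01. After blocking by array set, they were 0.04 and -0.07, within the first array set 0.06 and -0.14, and within the second 0.01 and 0.02. The authors' deposited table gives Snd1 a splicing p of 4.6e-14 and Lrrc4 one of 2.2e-09. In the authors' deposited table the 12 Ccl19 clusters span splicing p values from 2.9e-06 to 0.163. All 55 genes of Table S2 were tested at the gene level and 2 of them, Snd1 and Lrrc4, passed limma. Over all mice, where the median of all tested clusters was -0.08, 50 of the 55 had a log2 difference below 0, and 12 had an unadjusted p under 0.05. When the array set was a block, 34 of the 55 had a log2 difference below 0, 7 had an unadjusted p under 0.05, and the median size of the difference was 0.04. The values of single exons were not analysed here.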

The *Ccl19* gene has 4 exons; the microarray revealed that exons 2 and 3 of *Ccl19* are reduced in AdipoQ-LPL mice, suggesting that shorter isoforms exists. We designed PCR primers in exons 1 and 4 that would generate distinct PCR products if exons 2 or 3 are not in *Snd1* mRNA in adipose tissue, and RT PCR using these two primers on the adipose tissue of control and AdipoQ-LPL mice revealed that two isoforms exist (Fig. 7A). Sequence analysis of the PCR products revealed the presence of two distinct isoforms: full length Ccl19 and the short isoform, which is composed of exons 1, 3, and 4 (we note an anomaly in the way the gel ran affecting the migration of the isoforms in lane 5). We quantified the gel and found that *Ccl19* (exons 1,3,4) was more abundant in the adipose tissue of AdipoQ-LPL mice, and the full length form was more abundant in control mice, consistent with the microarray (Fig. 7B; P < 0.01). The exon structure and alternate splicing of *Ccl19* is shown in Fig. 7C. The *Ccl19* (1,3,4) splice isoform shifts the reading frame and causes a premature stop codon in the signal sequence such that no part of the secreted protein is made (Fig. 7D). Thus, the alternative isoform is completely inactive, and the regulation of *Ccl19* splicing is an effective mechanism for controlling *Ccl19* protein expression.

**Figure 7:**
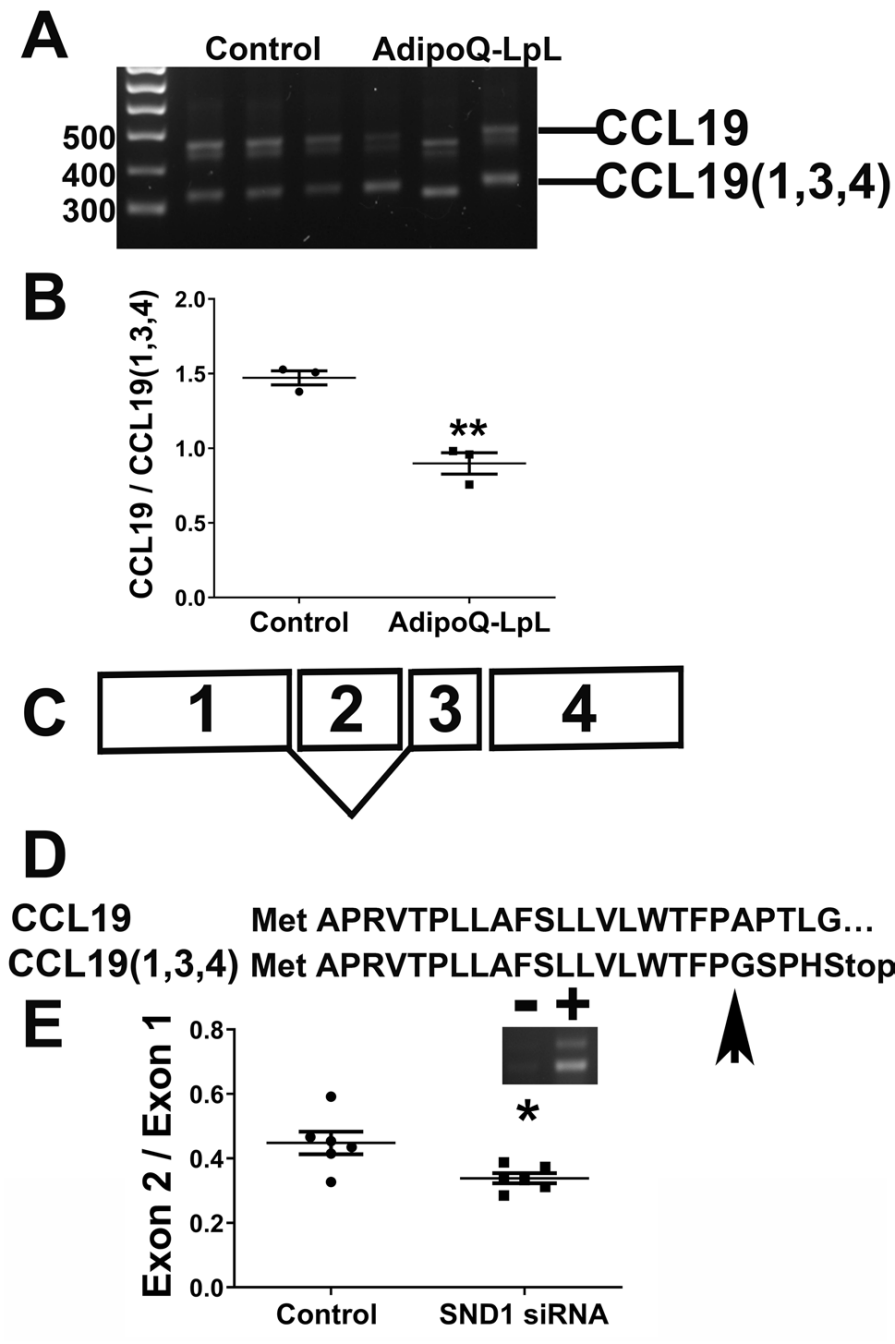
SND1 regulates *Ccl19* splicing. (**A**) RNA from the adipose tissue of control or AdipoQ-LPL mice was subjected to PCR with primers located in exon 1 and 4 of *Ccl19*. The PCR products were resolved on an agarose gel and then sequenced. The positions of full-length *Ccl19* and the shorter isoform, which was found to lack exon 2 by DNA sequencing, are indicated. (**B**) The ratio of full-length *Ccl19* to *Ccl19* (1,3,4) was calculated. The data are represented as the mean ± SEM (n = 3; **P < 0.01; two-tailed unpaired Student’s t-test). (**C**) A diagram showing the four exons of *Ccl19* and alternative usage of exon 2. (**D**) Translation of the full-length and *Ccl19* (1,3,4) reveals that when exon 2 is missing, the reading frame shifts and a premature stop codon is present. The arrow indicates the position of the amino acid affected by the frame shift. (**E**) Inset: induction of two *Ccl19* isoforms in 3T3-L1 adipocytes by TNFα. The ratio of exon 2 to exon 1 in 3T3-L1 adipocytes treated with scrambled or *Snd1* siRNA and the TNFα were calculated by real time RT-PCR with exon specific primers and *Ccl19* plasmid DNA to construct the standard curve. The data are represented as the mean ± SEM (n = 6; *P < 0.05; two-tailed unpaired Student’s t-test).

To determine whether SND1 regulates *Ccl19* splicing, we evaluated control and *Snd1* siRNA treated adipocytes that were induced to express *Ccl19* by TNFα treatment in Fig. 6. PCR analysis indicated that TNFα-treatment induced two Ccl19 isoforms (Fig. 7E inset). We then determined the expression level of each exon with exon specific primers, using *Ccl19* plasmid DNA to generate the standard curve, and determined the ratio of each exon to exon 1. As shown in Fig. 7E, the ratio of exon 2 to exon 1 was significantly decreased by *Snd1* siRNA (P < 0.05); *Snd1* siRNA treatment did not significantly reduce the exon 3 to exon 1 or the exon 4 to exon 1 ratios. Thus, SND1 promotes the inclusion of exon 2 into *Ccl19*, suggesting that reduced SND1 in vivo is responsible for the differential splicing of *Ccl19* observed in vivo (Fig. 7A,B). An analogous function has recently been shown for SND1 in cancer since it promotes the generation of splice isoforms of *CD44* that are oncogenic^29^.

### Metabolic phenotyping and insulin secretion

AdipoQ-LPL mice have improved glucose tolerance; however, the mechanism(s) are not completely identified^30^. An unexpected finding of the GSEA analysis of the microarray was the enrichment of the pancreatic β-cell hallmark gene set (shown in Table 3) in adipose tissue of AdipoQ-LPL mice (Table 2). 

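Members of the gene set of Table 3 do not act in islets alone. Srp9, a part of the signal recognition particle of all cells, had a log2 value of 7.39 ± 0.12 (SD, n = 12) in Control and 7.23 ± 0.17 (SD, n = 12) in AdipoQ-LPL mice. Slc2a2, the glucose carrier of islet cells and liver, had 6.50 ± 0.18 and 6.61 ± 0.28 (SD, n = 12 each), and Sst, the islet hormone somatostatin, was near 6.09 in AdipoQ-LPL mice. None of these passed limma over all genes. When the array set was a block, the log2 differences were -0.10 for Srp9, 0.17 for Slc2a2 and 0.06 for Sst. In mice of the first array set they were -0.17, 0.00 and -0.04, and within the second -0.02, 0.38 and 0.19. When members expressed in many tissues were left out, the enrichment score of the 27 others was 0.398 and the normalized score 1.17 (permutation p = 0.326).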

Hypergycemia has been demonstrated to cause low levels of insulin expression in extra pancreatic tissues including adipose and liver tissues^31,32^. We therefore performed immunohistochemistry on the adipose tissue from the male mice on 10 days HFD that were characterized by micro array with insulin and pdx-1 antibodies, but were unable to identify insulin positive cells (not shown) and did not further characterize adipose tissue for the presence of β-cells by measuring gene expression of genes in the GSEA gene set (Table 3). Adipose tissue contains mesenchymal stem cells that can be induced to differentiate into pancreatic β-cells in vitro^31^, and it is possible that increased LPL expression can stimulate a pancreatic β-cell gene signature in these cells in adipose tissue. We hypothesized that if increased LPL in adipocytes of adipose tissue causes the secretion of factors that directs adipose mesenchymal stem cells towards a β-cell phenotype, then these factors could be released into the circulation to influence β-cell function in the pancreas. We therefore characterized glucose stimulated insulin secretion in AdipoQ-LPL mice to determine whether adipose tissue—β-cell crosstalk is a mechanism for the improved glucose tolerance of this mouse model.

**Table 3:** Genes in the pancreatic β-cell gene set.

Gene symbol^a^	Gene title
SYT13	Synaptotagmin XIII
MAFB	v-maf musculoaponeurotic fibrosarcoma oncogene homolog B (avian)
INSM1	Insulinoma-associated 1
INS	Insulin
PCSK1	Proprotein convertase subtilisin/kexin type 1
NKX6-1	NK6 transcription factor related, locus 1 (Drosophila)
DCX	Doublecortex; lissencephaly, X-linked (doublecortin)
CHGA	Chromogranin A (parathyroid secretory protein 1)
NEUROD1	Neurogenic differentiation 1
SLC2A2	Solute carrier family 2 (facilitated glucose transporter), member 2
SCGN	Secretagogin, EF-hand calcium binding protein
SST	Somatostatin
G6PC2	Glucose-6-phosphatase, catalytic, 2
FOXA2	Forkhead box A2
AKT3	v-akt murine thymoma viral oncogene homolog 3 (protein kinase B, gamma)
null	Null
GCK	Glucokinase (hexokinase 4, maturity onset diabetes of the young 2)
DPP4	Dipeptidyl-peptidase 4 (CD26, adenosine deaminase complexing protein 2)
PCSK2	Proprotein convertase subtilisin/kexin type 2
PAX4	Paired box gene 4
ISL1	ISL1 transcription factor, LIM/homeodomain, (islet-1)
GCG	Glucagon
ABCC8	ATP-binding cassette, sub-family C (CFTR/MRP), member 8
null	Null
PAX6	Paired box gene 6 (aniridia, keratitis)
null	Null
NKX2-2	NK2 transcription factor related, locus 2 (Drosophila)
IAPP	Islet amyloid polypeptide
PAK3	p21 (CDKN1A)-activated kinase 3
VDR	Vitamin D (1,25-dihydroxyvitamin D3) receptor
NEUROG3	Neurogenin 3
SPCS1	Signal peptidase complex subunit 1 homolog (S. cerevisiae)
LMO2	LIM domain only 2 (rhombotin-like 1)
STXBP1	syntaxin binding protein 1
PKLR	Pyruvate kinase, liver and RBC
SRP9	Signal recognition particle 9 kDa
SRPRB	Signal recognition particle receptor, B subunit

^a^The gene symbols and gene titles of the GSEA pancreatic β-cell gene set are indicated.

We previously observed that if we place 5 week old AdipoQ-LPL mice on a high fat diet for 16 weeks, they have improved glucose and insulin tolerance^2^. However, in that model, the improved insulin sensitivity of the mice confounds studying insulin secretion. In a slightly different model, we have observed that if we place 8 week old AdipoQ-LPL mice on high fat diet for 18 weeks, they gain about 15 g more weight than 5 week old mice placed on HFD for 16 weeks (the original model^2^). The weights of mice maintained on chow or placed on HFD at 8 weeks are shown in Fig. 8A (we note that two cohorts of mice on HFD were studied; one cohort was characterized for glucose and insulin tolerance, and the second cohort was characterized for insulin secretion; the data shown is for both cohorts combined). AdipoQ-LPL mice that were placed on HFD for 16 weeks starting at 8 weeks of age do not have improved insulin sensitivity (Fig. 8B; P = 0.41), but still have improved glucose tolerance (Fig. 8C; P = 0.026). The results in Fig. 8C were also significant when area under the curve was analyzed (Fig. 8C inset). There was no improvement of glucose tolerance in AdipoQ-LPL mice on chow diet (Fig. 8D). Therefore, we studied insulin secretion during a glucose challenge in this mouse model since increased insulin secretion would explain the improvement in glucose tolerance. After 16 weeks on chow, there was no significant difference in insulin secretion (P = 0.13) between genotypes (Fig. 8E). At 16 weeks on HFD, the AdipoQ-LPL mice demonstrated increased insulin secretion (interaction P = 0.017), and this was due to an increase first phase insulin secretion (P < 0.01), which occurred 2 min after glucose injection (Fig. 8F).

**Figure 8:**
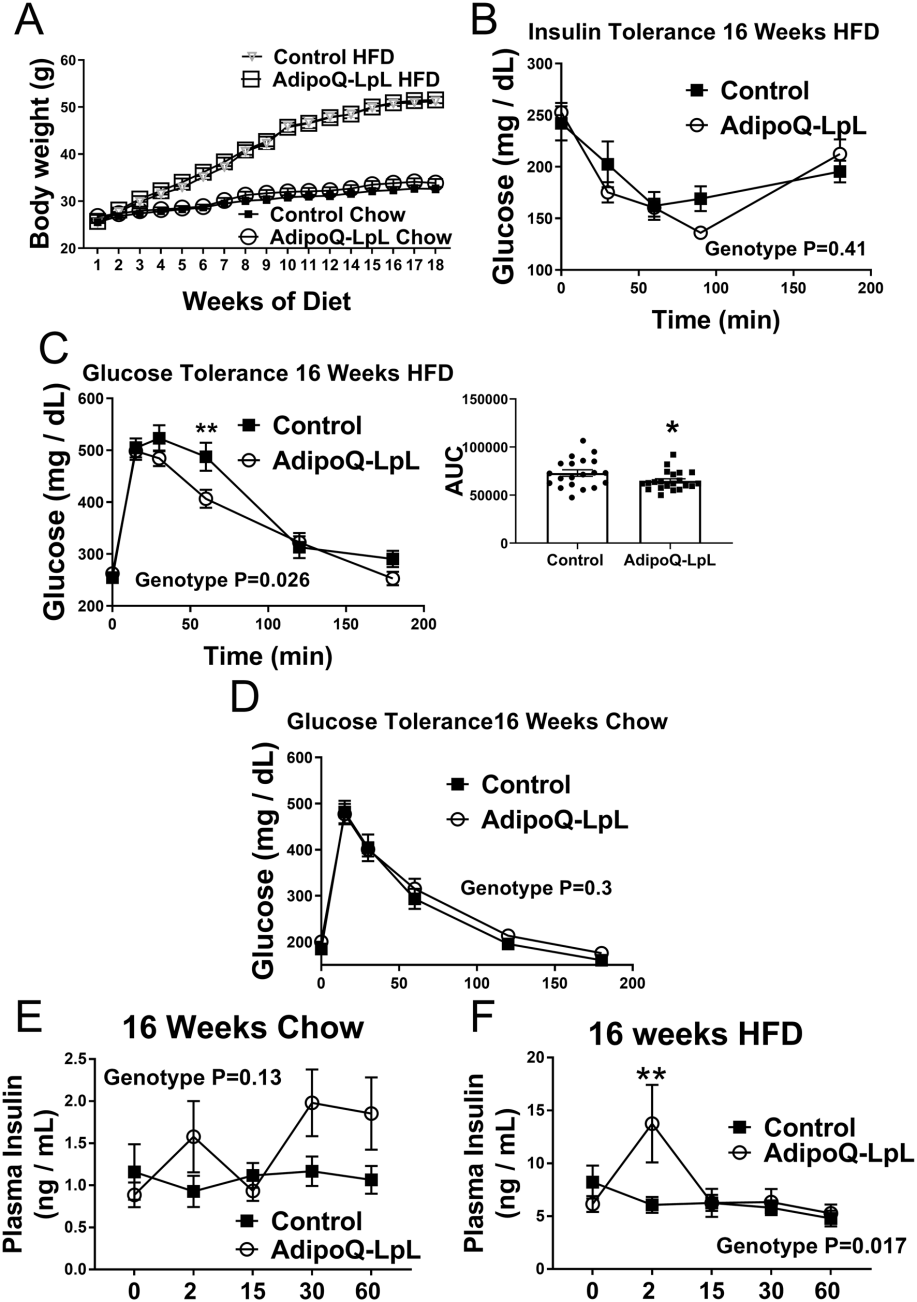
Glucose homeostasis and insulin secretion of control and AdipoQ-LpL mice. (**A**) Weight of the mice after switching to HFD (control n = 20; AdipoQ-LpL n = 21) or maintaining on chow (n = 12) starting at 8-weeks. (**B**) Glucose tolerance of control and AdipoQ-LPL mice after 16 weeks of HFD (control n = 20; AdipoQ-LpL n = 21). (**C**) Insulin tolerance of control and AdipoQ-LPL mice after 16 weeks of HFD (control n = 9; AdipoQ-LpL n = 9). Inset: analysis of area under the curve. (**E**,**F**) Plasma insulin levels after glucose injection of control and AdipoQ-LPL mice after chow or HFD for 16 weeks (control n = 11; AdipoQ-LPL n = 12; both cohorts 2 min glucose n = 6). Data were analyzed by RM 2 way ANOVA **P < 0.01; interaction P values for genotype are indicated in the figure.

### Summary and conclusion

Analyzing the adipose tissue transcriptional response to acute HFD challenge revealed two interesting mechanisms for the improved glucose homeostasis of LPL mice. First, SREBP2 is repressed in adipose tissue, and we found that SND1 is regulated by SREBP2. Thus SND1 is an important link between SREB2 and inflammatory responses. Second, pancreatic β-cell function is improved in AdipoQ-LPL mice since first phase insulin secretion is improved when diet induced obese mice are challenged with glucose. This is represents an important example of adipose tissue—pancreatic β-cell cross talk and provides a direct mechanism for the improved glucose tolerance of the AdipoQ-LPL mice.

## Discussion

We have characterized physiological responses and adipose tissue transcriptional responses of AdipoQ-LPL mice to a 10-day high fat diet challenge. Although, the AdipoQ-LPL mouse has increased food intake and increased resting energy expenditure after long term HFD^2^, no phenotype was apparent during the switch from chow to HFD in our calorimetry experiments. We characterized the transcriptional response to HFD in perigonadal adipose tissue since we observed significant changes in gene expression in that depot after long term HFD^2^. This analysis identified two interesting mechanisms by which increasing adipose tissue LPL reduces adipose dysfunction and improves glucose homeostasis. One mechanism involves the repression of the SREBP2 pathway, and further molecular analysis revealed that SND1 is induced by this pathway in gonadal adipose tissue, and that SND1 regulates CCL19 and promotes inflammatory cytokine production in vitro. The second mechanism involves improved pancreatic β-cell function. AdipoQ-LPL challenged with a high fat diet have increased first phase insulin secretion, which improves glucose tolerance.

A prominent aspect of the transcriptional response of AdipoQ-LPL mice is to repress enzymes involved in lipogenesis and cholesterol biosynthesis, which is a predicted response to increasing lipoprotein triglyceride hydrolysis and core uptake. We also found that genes regulated by PPARγ are upregulated in AdipoQ-LPL mice, which is also expected. In addition to this, GSEA revealed that several pathways thought to contribute to adipose dysfunction are repressed in AdipoQ-LPL mice. The primary mechanism likely involves increased lipoprotein core uptake into adipose and suppression of SREBP2 activity. SREBP2 is activated in adipocytes by high fat feeding to supply cholesterol for the growing plasma membrane and lipid droplet^6,33,34^. SREBP2 activation induces inflammatory cytokine expression during this process and others^6,35^, but the mechanisms are not completely understood. In this study, we find that the RNA binding protein SND1 is regulated by SREBP2 and contributes to inflammatory cytokine induction. It is likely that the down-regulation of SREBP2 in the adipose tissue of AdipoQ-LPL mice is a major contributor to the reduction in *Snd1* expression since our in vitro studies in 3T3L1 cells demonstrated that Snd1 is regulated by SREBP2. Indeed, a recent study showed that human SND1 is regulated by SREBP2^36^. Other pathways may also repress *Snd1* in AdipoQ-LPL mice since *Snd1* is also regulated by ER stress^37^, which GSEA indicated was down regulated in AdipoQ-LPL mice. *Snd1* is regulated by NFκB^38,39^, but we found that treatment of differentiated 3T3-L1 adipocytes with TNFa did not increase *Snd1* expression; the mechanism for this is unclear, but should be investigated in future studies.

SND1 is highly conserved and protects organisms from plants to eukaryotic cells from stress by its ability to interact with RNA and proteins^40^. By binding RNA, SND1 regulates mRNA expression at many levels including transcriptional coactivation, gene splicing, mRNA stability, and miRNA processing. SND1 is thus an interesting target of SREBP2 for a number of reasons. Studies in which SND1 is manipulated indicate that SND1 regulates the expression of genes involved in lipid biogenesis^41–44^ and very low density lipoprotein secretion in the liver^45^. Thus, SND1 may provide additional transcriptional regulation of genes involved in cholesterol biogenesis in response to SREBP2 activation, for example by regulating transcriptional activation and splicing. We found that SND1 regulates the splicing of *Ccl19*; however, a number of genes are alternatively spliced in AdipoQ-LPL mice (Table S2), and it will be interesting to examine the role of SND1 in this process. In addition, SND1 is a transcriptional cofactor for PPARγ and other transcription factors that are important in adipocytes. We did not observe repression of PPARγ regulated genes in response to reduced SND1. This could be due to stimulation of PPARγ by fatty acids generated by LPL; indeed, *Pck1* is induced in AdipoQ-LPL mice (Table S2).

In addition to regulating lipid biosynthesis SREBPs regulate immune responses^46,47^, and an example of this is the induction of TNFα and IL6 in adipocytes^6^, which is thought to be mediated by NFκB activation since these genes do not contain sterol response elements. Thus, the mechanisms by which SREBPs promote NFκB activation are unclear. We find that SND1 is induced by SREBP2 activation, and SND1 increases MCP1 and IL6 in TNFα-stimulated adipocytes, consistent with its ability to promote NFκB activity in hepatocytes^22^.

Our analysis of the microarray data uncovered an additional mechanism by which SND1 promotes inflammation: regulation of *Ccl19* alternative splicing. CCL19 is induced early in response to HFD challenge in adipose tissue^24^. Two studies suggest that mice deficient in the CCL19 receptor C–C motif chemokine receptor 7 (CCR7) are protected against diet induced obesity, adipose inflammation, and insulin resistance^24,48^; however, another study found no difference of CCR7 deficiency on metabolic homeostasis^49^. Here, we find that *Ccl19* is regulated by alternative splicing in vivo in AdipoQ-LPL mice, and our investigation of the mechanism in vitro revealed that SND1 promotes the inclusion of exon 2 into *Ccl19* mRNA. Similar to this, SND1 has recently been shown to promote the inclusion of an exon with a weak splice site into *Cd44* to promote tumorigenesis^29^. Thus, regulation of alternative splicing is an important function of SND1, and it will be interesting to investigate the alternative splicing of other genes that we have identified in this study including metabolic genes and genes involved in adipose dysfunction.

An unexpected finding from the GSEA analysis was the identification of the pancreatic β-cell hallmark in gonadal adipose tissue. 

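The islet hormone genes Ins1, Ins2, Gcg and Iapp had low log2 values in fat, while Sst and Ppy, the gene of pancreatic polypeptide, were at 6.07 and 6.48. The mean log2 value over all mice was 4.20 for Ins1 and 4.78 for Ins2, the insulin genes, 5.41 for Gcg, the gene of glucagon, and 3.59 for Iapp, which is secreted with insulin. After blocking by array set, the log2 difference between the genotypes was 0.07 for Ins1, Ins2 and Gcg and 0.03 for Iapp. A list of 21 islet markers differed in score by -0.01 over all mice (permutation p = 0.919), by 0.10 after each array was centred on its median and by 0.08 with the block (permutation p = 0.0230, adjusted p = 0.170). It differed by 0.02 within the first array set and by 0.14 within the second (exact permutation p = 0.00303, adjusted p = 0.112). The set test camera called the list higher with the preset correlation (adjusted p = 0.0199), and with an estimated correlation the adjusted p was 0.916.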

The mRNA level of insulin was very low in adipose tissue, and it was thus unlikely that insulin secretion from adipose tissue, if any, was having an impact on glucose homeostasis in the AdipoQ-LpL mouse. We did not pursue the mechanism by which increasing LPL in adipocytes results in the pancreatic β-cell hallmark in gonadal adipose tissue. We propose that increased adipocyte LPL was increasing the expression level of protein factors or affecting lipid or metabolite levels that affect mesenchymal stem cell differentiation pathways. For instance, betacellulin was identified in Table S1, and it is known that betacellulin stimulates the formation of insulin secreting cells^50^. 

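Btc, the gene of betacellulin, a ligand of the epidermal growth factor receptor, had a log2 value of 6.72 ± 0.39 (SD, n = 12) in Control and 6.96 ± 0.18 (SD, n = 12) in AdipoQ-LPL mice. It was below the Control mean of its own array set in 0 of 12 AdipoQ-LPL mice. The log2 difference was 0.24 (SE 0.12, p = 0.0559 from limma, not passed over all genes), 0.25 with the array set as a block (p = 0.0609), 0.23 within the first array set and 0.27 within the second (exact permutation p = 0.224 and 0.230). Within the first set it was 0.04 without Control 3, with 3 AdipoQ-LPL mice then below the Control mean of their set, and 0.36 without Control 1 (exact permutation p = 0.0182).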

We propose a similar model for adipose tissue—pancreatic beta cell crosstalk where increased LPL expression in adipocytes causes the release of proteins, bioactive lipids, or other factor that affect β-cell function in the pancreas. Thus an important goal is to identify these factors and determine their effects in vivo and on islets ex vivo. Our studies on insulin secretion revealed that AdipoQ-LPL mice have increased first phase insulin secretion. It is interesting that only first phase insulin secretion was affected. There are thought to be two pools of insulin granules, a reserve pool and a readily releasable pool^51^, and it will be important to dissect the mechanism by which first phase insulin secretion is increased in the AdipoQ-LPL mouse model.

We initially hypothesized that increasing expression of LPL in adipocytes would reduce lipotoxicity and improve insulin sensitivity and glucose homeostasis. However skeletal muscle and liver did not have reduced diacylglycerol or ceramide when the AdipoQ-LPL mice were placed on HFD, and this is likely due to the fact that the adiponectin promoter only modestly increases adipose tissue LPL mRNA levels^2^. We did not isolate pancreatic islets in this study, and it is possible that there is reduced pancreatic β-cell lipotoxicity, which would improve β-cell function^52–54^. Other mechanisms possible for enhanced β-cell function would be that proteins are secreted from adipose tissue that affect β-cell function. Cross talk between adipose tissue and the pancreas has recently begun to be explored. Adiponectin and leptin both have positive effects on pancreatic β-cells by reducing lipotoxicity, and adipsin has been recently demonstrated to have positive effects on β-cells and insulin secretion^55,56^. It is thus possible that AdipoQ-LPL mice increase these or other factors such as lipids or metabolites that, in turn, affect β-cell function in the setting of HFD-induced obesity. Indeed, we previously observed increased adiponectin in the serum of AdipoQ-LPL mice^30^. Identification of the molecules mediating adipose tissue- β-cell crosstalk in this mouse model is an important future goal.

There are important limitations to this study. First, the microarray used was not as comprehensive as RNA seq, and thus certain genes and pathways may be over or under represented. Second, analysis of the microarray data by GSEA indicated enrichment of a β-cell hallmark in the adipose tissue of the AdipoQ-LPL mice. However, we were not able to confirm the presence of beta cells in adipose tissue, and the source of this signal is unknown. We utilized the GSEA result only to hypothesize adipose tissue—beta cell cross talk. This hypothesis relies on the tissue specific expression of LPL by the adiponectin promoter. We have not observed transgene expression in tissues besides adipose^2^ as expected, but have not tested all tissues and cell types.

In conclusion, analyzing the transcriptional response of AdipoQ-LPL mice has revealed that several pathways that contribute to adipose tissue dysfunction are repressed including the SREBP2 pathway. *Snd1* gene and protein expression are increased by SREBP2 activation, and SND1 promotes inflammatory cytokine and chemokine expression, including regulating the expression of the active *Ccl19* splice isoform. SND1 may be an important SREBP2 target due to SND1’s ability to control transcriptional responses at multiple levels. Finally, this study suggests that increasing LPL in adipose tissue may stimulate signaling pathways between adipose tissue and pancreatic β-cells, which could have a significant impact on glucose homeostasis.

## Materials and methods

### Animal studies

All of the studies involving mice were approved by the University of Kentucky Institutional Animal Care and Use Committee. The mice were housed and given high fat diet (HFD) (60% kcal from fat; D12492; Research Diets, New Brunswick, NJ, USA) at the indicated age as previously described^2^. Body composition was determined before and after the indirect calorimetry study with an Echo MRI system (Echo Medical Systems, Houston, TX, USA). Mice were evaluated by indirect calorimetry (TSE systems, Chesterfield, MO, USA). Wild-type female C57B6/J mice (The Jackson Laboratory, Bar Harbor, ME, USA) were used for backcrossing. Euthanasia was performed on conscious mice using carbon dioxide. All methods were performed in accordance with relevant guidelines and regulations. The study is reported in accordance with ARRIVE guidelines.

### Cell culture and treatments

3T3-L1 cells (ATCC) were cultured in DMEM (Life technologies, Grandland, NY, USA) with 10% new born calf serum (TCB, Tulare, CA, USA) and differentiated into adipocytes as follows. Cells were seeded at density of 8 × 10^4^/well in 6-well plates, and the medium was changed every day until they became confluent. 48-h after becoming confluent, the medium was replaced with differentiation medium (DMEM with 10% FBS (TCB, Tulare, CA, USA), 1 μM dexamethasone (Sigma, St. Louis, MO, USA), 0.5 mM methylisobutylxanthine (Sigma, St. Louis, MO, USA), 1 μg/mL Insulin (Novo Nordisk, Bagsvaerd, Denmark). After 4-days, differentiation medium was replaced with adipocyte maintenance medium (DMEM with 10% FBS and 1 μg/mL Insulin), which was replaced every 2-days. For the cholesterol depletion experiments, after 10-days of differentiation, the adipocytes were washed with PBS and then incubated in medium supplemented with 10% delipidated FCS (J65182; Alfa Aesar, Tewksbury, MA, USA), 50 μM sodium mevalonate (Sigma, St. Louis, MO), and 50 μM sodium compactin (Sigma, St. Louis, MO) for 16-h. After this, the adipocytes were incubated in the same medium supplemented with either ethanol (vehicle control) or 1 μg/ml cholesterol (Sigma) for 4-h. SREBP2 was detected with rabbit anti-SREBP2 (10007663; Cayman Chemical Company, Ann Arbor, MI, USA); SND1 was detected with rabbit anti-SND1 (4200470; Sigma); and actin was detected with mouse anti-actin (A1978; Sigma). The immunoblots were imaged and quantified with secondary antibodies and an Odyssey imaging system (LI-Biosciences, Lincoln, NE) as described^57^ or a ChemiDocTM MP imaging system Bio-RAD (Hercules, CA, USA) using Clarity Western ECL Substrate ECL (Cat # 170-5060; Bio-RAD). For the siRNA experiments, after 8-days of differentiation, the adipocytes were transfected with equivalent amounts of control (scrambled), mouse *Snd1* SMARTpool siRNA (56463; Dharmacon, Lafayette, CO), or mouse Srebp2 SMARTpool siRNA (L-050073-01;Dharmacon) using Lipofectamine RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s instructions. For the SND1 TNFα experiment, after 48-h, the adipocytes were treated with 10 ng/mL tumor necrosis factor-α (TNFα) (R&D systems, Minneapolis, MN) for 4-h as indicated, and the adipocytes were harvested for mRNA analysis.

### Collagenase digestion of adipose tissue

Perigonadal adipose tissue was immediately minced and incubated in 1 mg/mL type I collagenase in DMEM for 30-min at 37 °C with agitation. The adipose was centrifuged at 600*g* for 10-min and the floating adipocytes and stromal vascular fraction isolated. Actin was detected with mouse anti actin, and SND1 was detected with mouse anti-SND1 (SAB4200504 (Sigma).

### Microarray

Total RNA from perigonadal fat was isolated with an RNeasy lipid tissue mini kit (74804, Qiagen, Hilden, Germany) using Qiazol™ (Qiagen) as the adipose tissue lysis reagent. The RNA concentration and integrity was then characterized with an Agilent Bioanalyzer and analyzed by affymetrix mouse exon 2.0 arrays, which measured exon expression of 41,346 transcripts, at the University of Kentucky microarray facility. Data analysis was performed with Partek software on RMA-normalized data that was log2-transformed. Additional analysis was performed with NIH David and gene set enrichment analysis. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE87661 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87661).

### Gene expression

Gene expression was determined by real time reverse transcriptase polymerase chain reaction as previously described^58^. Standard curves were made from a pool of the cDNA, and gene expression was normalized to 18S. This allows for the measurement of relative changes in gene expression within the indicated experiment. The primer sequences are in Table 4.

**Table 4:** Primers.

Gene^a^	Forward primer	Reverse primer
*Snd1*	GGG ACG AGA GTA TGG GAT GAT	GCC TTC TGC AAC TAG CGA CT
*Ldlr*	AGT GGC CCC GAA TCA TTG AC	CTA ACT AAA CAC CAG ACA GAG GC
*Lss*	TCG TGG GGG ACC CTA TAA AAC	CGT CCT CCG CTT GAT AAT AAG TC
*Insig1*	TGT CGG TTT ACT GTA TCC CTG T	GTT GAT GCC AAC GAA CAC GG
*Lrrc4*	GAG GAG CTT GAG ATG TCA GGG	CCA GTC CGT CAA AAG CAT TCC
*Ccl19*	GGG GTG CTA ATG ATG CGG AA	CCT TAG TGT GGT GAA CAC AAC A
*Mcp1*	ACA CTG GTT CCT GAC TCC TCT	ATT AGA TTC GGT TTA ATT GGC CC
*Il6*	CCA AGA GGT GAG TGC TTC CC	CTG TTG TTC AGA CTC TCT CCC T
*Ccl19 e1*	CAC TCA CTC TCT GTG GCC TG	CAG AGA ACC AGC AGG CTG AA
*Ccl19 e2*	GAA GAC TGC TGC CTG TCT GT	ACC CTG CAG CCA TCT TCA TT
*Ccl19 e3*	GTT CAC CAC ACT AAG GGG CT	CTT CGG ATG ATG CGA TCC AC
*Ccl19 e4*	ATC ACT CTG GCC CAG GAA AC	CTT GGC TGG GTT AGG TCT GG
*Ccl19 e1-e4*	CAG TCA CTC CCC TGT GAA CC	CTT GGC TGG GTT AGG TCT GG
*18S*	GTAACCCGTTGAACCCCATT	CCATCCAATCGGTAGTAGCG

^a^The sequences of primers used for realtime PCR are indicated. In addition, we designed primers to amplify the four exons of *Ccl19* (e1, e2, e3, and e4). The primers used to identify *Ccl19* isoforms (*CCl19* e1-e4) by PCR in adipose tissue are also indicated.

### Analysis of Ccl19 splicing

For the analysis of *Ccl19* splicing in adipose tissue, cDNA was synthesized with QuantiTect Reverse Transcription Kit (Qiagen) from total RNA isolated from control and AdipoQ-LPL mice perigonaldal adipose tissue. PCR was performed with above cDNA as template and primers located in exon 1 and exon 4 of *Ccl19* (Table 1). The PCR products were resolved in agarose gels, imaged and quantified with an Alphaimager HP system (proteinsimple, San Jose, CA, USA), isolated, and sequenced. For the analysis of *Ccl19* splicing in vitro, exon specific primers (Table 4) were used for realtime PCR on cDNA from control and SND1 siRNA transfected 3T3-L1 adipocytes with TNFα 4-h; mouse *Ccl19* plasmid DNA was used for the standard curve.

### Energy metabolism studies

The study of mice in TSE calorimetry chambers was performed as described^2^ except that the mice were studied on chow and then switched to a 60% high fat diet during the study. The indirect calorimetry data were analyzed by ANCOVA as previously described^2^.

### Mouse metabolic phenotyping

Glucose and insulin tolerance was performed as described^2^. Insulin secretion was evaluated as follows. Blood (10 μL) was isolated from the mouse tail vein at the indicated time after intraperitoneal glucose injection (10 days: 1 g/kg; 16 weeks: 2 g/kg) in a tube containing 1 μL EDTA. Plasma insulin was measured using an ultrasensitive mouse insulin ELISA kit (#90080; Crystal Chem, IL) according to the manufacturer’s instructions.

### Statistical analysis

Data for the two groups of mice were analyzed by an unpaired, two-tailed student T-test. Multiple comparisons were analyzed by ANOVA and Tukey’s post hoc analysis using Graph Pad Prism 5 and 7. Statistical significance was set at a P value less than 0.05.

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Improved β-cell function leads to improved glucose tolerance in a transgenic mouse expressing lipoprotein lipase in adipocytes
**Source:** Sci Rep. 2022 Dec 24;12:22291. doi: 10.1038/s41598-022-26995-1
**Supplement:** Supplementary file 1 — Supplementary Figures.

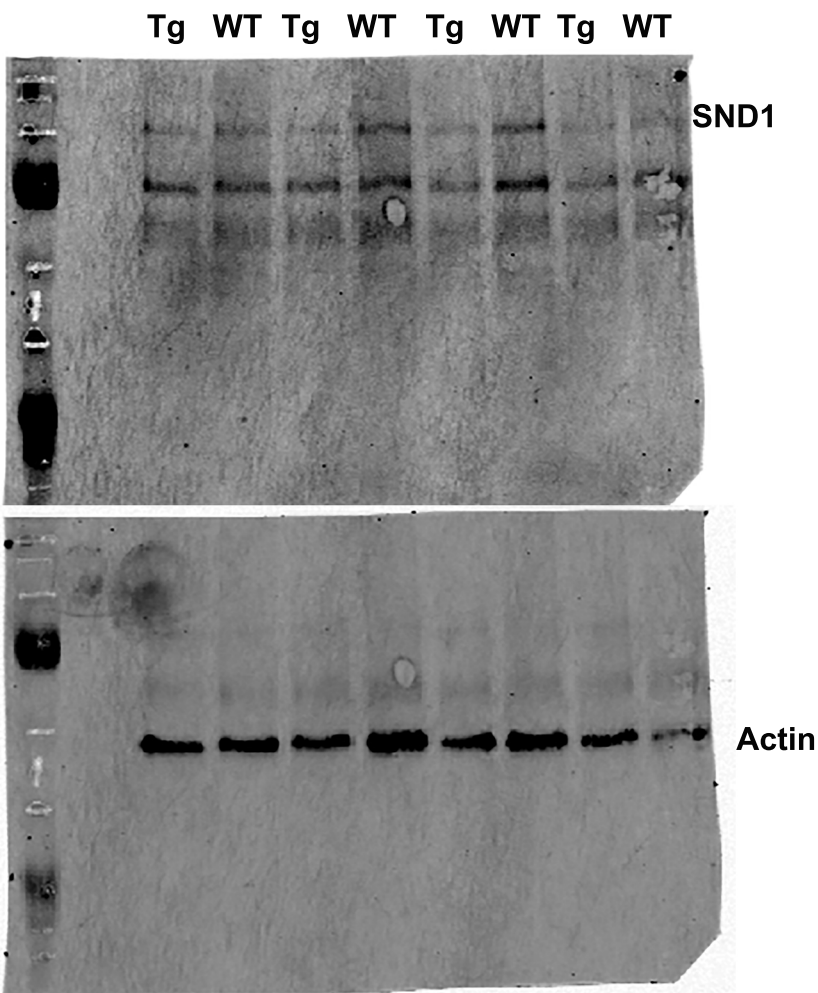

Figure S1. Full uncropped gels for Figure 4. Top) Immunoblot of adipose tissue for SND1. **Bottom)** The blot was reprobed for actin.

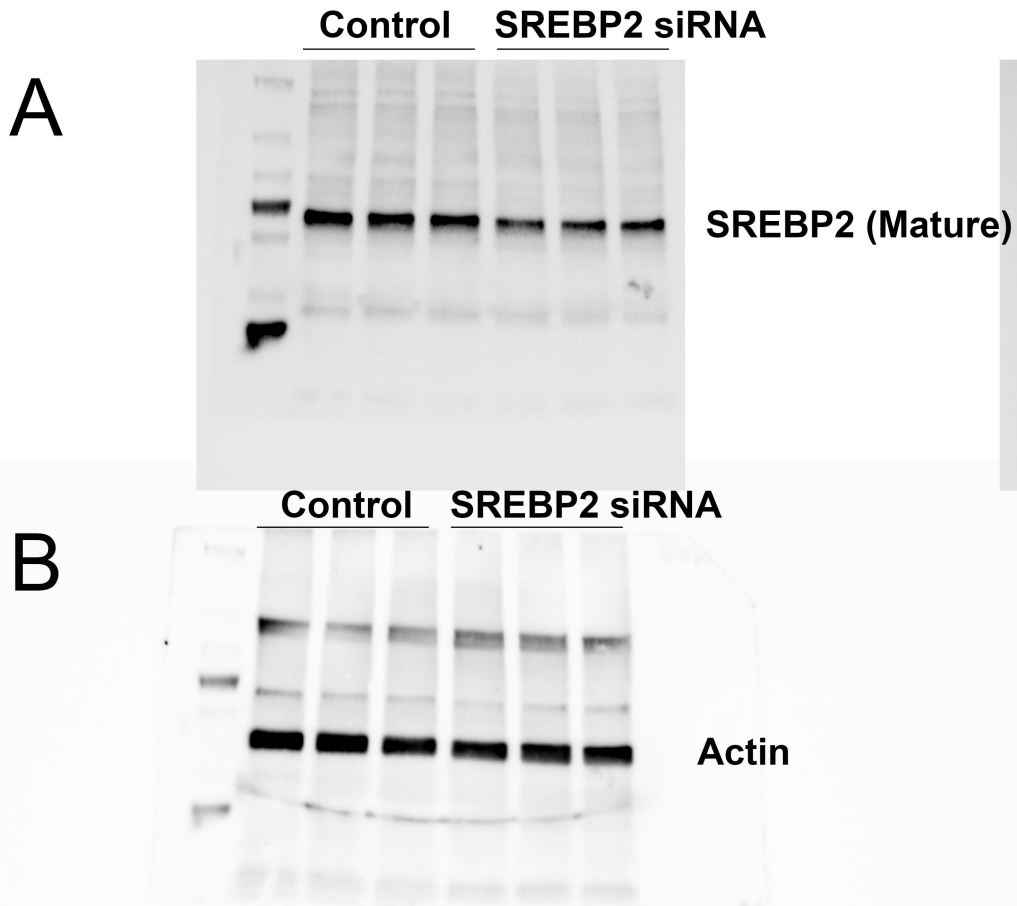

Supplemental Figure 2. Full immunoblots of siRNA mediated SREBP2 knockdown in 3T3L1 cells. Differentiated 3T3L1 adipocytes were treated with control or SREBP2 siRNA. A) immunoblot of SREBP2. B) Immunoblot of Actin.

A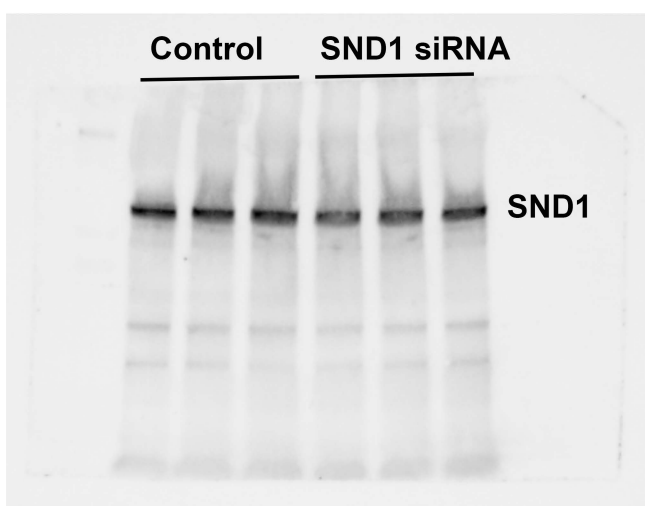**B**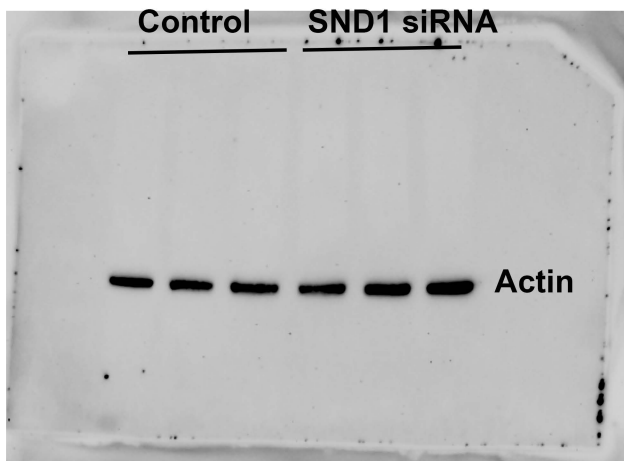

Supplemental Figure. Full immunoblots of siRNA mediated SND1 knockdown in 3T3L1 cells. Differentiated 3T3L1 adipocytes were treated with control or SND1 siRNA. A) immunoblot of SND1. B) Immunoblot of Actin.

Control

TNF α

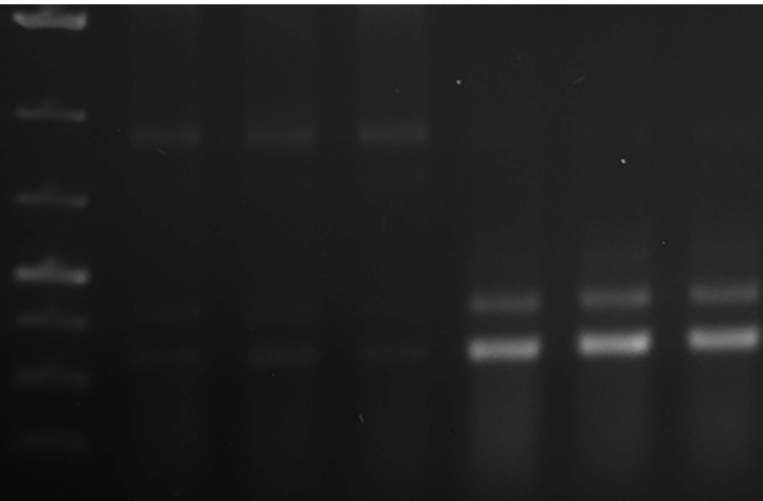

CCI19

Figure S4. Uncropped gel for Figure 7E inset.

How the deposited data were processed for this re-analysis (not part of the article)

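Perigonadal fat of 24 male mice, 12 Control and 12 AdipoQ-LPL, was measured after 10 days on a diet with 60% of calories from fat, with an array for each mouse. The authors normalized the arrays by RMA, and the deposited matrix holds log2 values for 41345 transcript clusters, of which 27037 carry a gene symbol. The deposited workbook of the authors' comparisons from Partek gives group means on the log2 scale, p-values of the genotype and of alternative splicing, a linear ratio, a signed fold change and a test statistic as scores, and the number of markers (another kind of unit) of each cluster. The versions of RMA and Partek are not given in the sources used here. From the authors' workbook only the values named as such were taken, and all others were computed from the deposited matrix.

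Clusters with a symbol and a mean log2 value of at least 5 in either genotype, 20208 in all, were tested between genotypes with limma 3.58.1 and statmod 1.5.0 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The thresholds of the study, 1.25-fold and an unadjusted p under 0.02, were applied to the same fit. A gene with several clusters is represented by the cluster of highest mean. Scores and permutation tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with 100000 permutations or, where a group held fewer than 10 mice, every relabelling. Figures were drawn with matplotlib 3.10.9. The gene set enrichment test ranked genes by signal-to-noise and used 1000 permutations of the genotypes. The set test camera was run over all mice, without the array set in the model, with a preset correlation of 0.01 and with an estimated one. Random lists, 10000 for each list compared, were matched on mean log2 value. The enrichment of cholesterol synthesis genes among genes at the study's thresholds was tested by a one-sided Fisher's exact test.

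The 37 gene lists covered cholesterol synthesis, other SREBP2 targets, fatty acid synthesis, PPARG targets, the unfolded protein response, mTORC1-induced genes, TGFB signalling, collagens and matrix, hypoxia, fatty acid oxidation, oxidative phosphorylation, the gene set of Table 3, islet markers, exocrine pancreas, inflammatory cytokines and chemokines, the interferon response, proliferation, immediate early genes, the circadian clock, imprinted genes and adipose expansion. They also covered markers of adipocytes, brown or beige adipocytes, resident macrophages, lipid-associated and inflammatory macrophages, T cells, B cells, lymphoid stroma, dendritic cells, neutrophils, mast cells, endothelium, adipose stromal fibroblasts, mesothelium, epididymis, skeletal muscle and erythroid cells. The lists, the comparisons, the thresholds and the rule for named genes were set before the data were examined, but after Table S1, Table S2 and Fig. 2 had been read. By that rule the named genes were those the paper names, the 10 of lowest p in each direction, up to 4 members of lowest p in each list, genes within 1 Mb of Snd1, and Apbb2 and Gorasp2 from Table S2, 196 in all with 190 tested. Some of the named genes are not reported here.

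Alternatives set in advance were no floor on the log2 value, the t-test of the methods, limma with an intensity trend and robust prior, limma with array weights, centring of each array, quantile normalization, the run of animal numbers as a fixed or random block, omission of the AdipoQ-LPL mice of number run B, which holds no Control mice, a replicate block, the mean over all clusters of a gene, lists with only members above the floor or without the genes of Table S1, other forms of the enrichment test and a fold of 1.5. The array set as a block, the fits within each array set the omission of 3 mice that stand apart and that of each mouse in turn were added after the data had been seen. Each count was compared with those of 100 splits of the mice. The methods were tested on simulated data, where limma over all mice found 75 of 100 clusters shifted by 0.5 on the log2 scale and with the array set as a block 92. The simulated noise was independent between clusters and many clusters were shifted at once, so these rates need not hold for the real data. The number of arrays limits the precision, and no per-mouse values were left out. The values of single exons were not analysed here.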

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

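The tests of explanations below, the splits of the mice and the comparisons by array set were chosen only after the results had been seen. The score of the cholesterol synthesis genes was lower in AdipoQ-LPL mice of the first array set, with no single member called over all genes and the call of the list lost when Control 2, 3, 4 or 5 is left out (adjusted exact permutation p = 0.0747 each), while it differed by 0.04 in the second, a difference between the sets with an adjusted p of 0.161 by permutation. Without a Control mouse fewer relabellings remain, which by itself raises the exact p, so the lost call does not show that the difference rests on those mice. A different overall level of the arrays is argued against, since the difference was -0.37 with each array centred (exact permutation p = 0.00155). A lower share of adipocytes as the whole cause is argued against as well, since adipocyte markers differed by 0.041 (SE 0.07) within that set. These markers lie higher on the array than the cholesterol synthesis genes (mean log2 values of 11.81 and 8.43). Shifts of the lists may therefore not be on the same scale, and a small fall in that share is not excluded. The AdipoQ-LPL mice of number run B, which holds no Control mice, stay open as a source, since within run A, with 5 Control and 2 AdipoQ-LPL mice, the difference was -0.33 (exact permutation p = 0.190). No other biological explanation was tested, and why the sets differ cannot be told from these mice.

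Snd1 fell and Lrrc4 rose in both array sets. Within the second array set Snd1 had a log2 difference of -0.68, while the score of cholesterol synthesis genes differed by 0.04. The SD of that score was 0.19 in 7 Control mice and 0.23 in 4 AdipoQ-LPL mice, so a smaller fall there is not excluded. Levels of target genes also only stand in for SREBP2 activity, so a fall in that activity as the whole cause is not settled. A change of the whole region is argued against by the other tested genes within 1 Mb, whose median log2 difference was 0.027 with the array set as a block. A candidate explanation, as a hypothesis, is an event within the Snd1 gene, such as an insertion of the transgene, which may go with the rank of 3 that Snd1 has among the clusters by the splicing p of the authors' deposited table. That rank is not specific, since Apbb2 and Gorasp2 rank above it with log2 differences of -0.06 and -0.10, and neither the site of the transgene nor the paper's work on Snd1 was weighed here, so a regulatory effect of LPL on Snd1 stays open as well.

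The gene set of Table 3 had a score higher by 0.05 in AdipoQ-LPL mice with the array set as a block (permutation p = 0.0277, adjusted p = 0.171). This did not pass, and over all mice the score differed by -0.03 (permutation p = 0.668). Islet tissue in the samples was not settled by these values. Ins1, Ins2, Gcg and Iapp, the abundant islet transcripts, differed by 0.062 on average (SE 0.04), close to the 0.05 of the set itself. Their levels, near the lower end of the array, give no sign of islet tissue, while a trace of it cannot be excluded. The paper reports that staining of this fat for insulin found no positive cells. Within the second array set islet markers and exocrine pancreas lie at percentiles 99.6 and 99.7 of matched random lists (differences of 0.14 and 0.16). Within the first they lie at 74.8 and 22.1 (0.02 and -0.02). A shift that genes of low expression share stays open as well. The set lies at percentile 98.3 of random lists matched on level with the block, but at 91.2 within the first array set and 95.3 within the second, inside the central 95 percent of such lists. Over all mice its -0.03 lies at percentile 99.65, as the matched random lists had a median of -0.08 there. No other biological explanation was tested.

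The number of transcript clusters that differ between genotypes was set beside 100 splits of the same mice. At an adjusted p under 0.05, 2 of 100 splits gave as many as the 2 clusters over all mice, the real split included, and the highest other gave 6740. For the 2 with the array set as a block only the real split did (1 split, highest other 1). For the 2 within the first array set 2 splits did (highest other 31), and for the 1 within the second 7 did (highest other 111). Several counts were compared in this way after the results had been seen, so a small number of splits does not exclude chance. At the thresholds of the study, 4 splits gave as many as the 220 clusters within the first array set (highest other 778), which does not exclude chance. There 6 of the 8 AdipoQ-LPL mice are of number run B, with no Control mice, so that genotype and number run are not told apart. For the 118 over all mice 16 splits gave as many (highest other 2942), for the 55 with the block 21 (highest other 373) and for the 310 within the second set 10 (highest other 746). A split that calls as many as 6740 clusters points to a structure of the samples, here the array sets. Within Control, number runs A and D differed in 13500 clusters, a count that no other split came near (1 split, highest other 68).

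The clusters that differ between the array sets, 16753 of those tested, follow a split that the paper does not describe. The array medians separate by set as well (6.86 to 6.97 and 7.22 to 7.29), so a technical source of this split cannot be told from a biological one. Resident macrophage markers differed by 0.23 with the array set as a block (permutation p = 0.00637, adjusted p = 0.118), which did not pass. Folr2, Cd209b, Cd209g and Fcrls of that list had been seen in Table S1 or Fig. 2 when it was written, so the list is not independent of the paper. The effect of genotype was tested for a difference between the array sets in each list, and the unadjusted permutation p was low for 8 lists, with no adjusted p under 0.161. The first set's difference minus the second's was -0.42 for cholesterol synthesis, -0.33 for other SREBP2 targets, -0.15 for mTORC1-induced genes, -0.057 for hypoxia, -0.18 for exocrine pancreas, -0.12 for oxidative phosphorylation, 0.58 for B cells and 0.65 for lymphoid stroma.

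Single mice lay far from the rest of their genotype and array set in 15 of 204 groups tested over 51 measures, where chance gives about 1 in 20, and these were 8 mice. In the first array set, Control 1 had scores of -0.35 for fatty acid synthesis, -0.025 for TGFB signalling and 0.31 for immediate early genes, Control 3 had -0.29 for islet markers, -0.44 for T cells and -0.83 for erythroid cells and an Adipoq level of 11.72, and Control 5 had 1.71 for epididymis. Of the AdipoQ-LPL mice of that set, mouse 5 had -0.12 for other SREBP2 targets and a level of 10.62 for Acly, mouse 7 had 0.39 for lipid-associated macrophages, mouse 8 had -0.33 for islet markers and -0.48 for adipose expansion, and mouse 12 had -0.62 for mesothelium. In the second array set AdipoQ-LPL mouse 3 had 0.11 for the interferon response.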

How the results depend on the processing

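The fits by array set and without the 3 mice that stand apart were chosen only after the results had been seen. Of the 62 genes with values under 13 alternatives and the 37 lists under 15, no gene reversed a call. Over all mice 2 clusters were called, and this was 1 with the methods' t-test, 1 without the AdipoQ-LPL mice of number run B (fewer mice), 1 within the second array set and 0 by limma without the 3 mice that stand apart (822 at an unadjusted p under 0.05). Array weights called 14984 clusters, 6784 at the study's thresholds and 151 named genes. The weights were 0.25 to 0.45 in Control mice of the first array set and 0.30 to 0.35 in AdipoQ-LPL mice of the second. They were 0.90 to 3.42 in AdipoQ-LPL mice of the first set and 0.94 to 2.34 in Control mice of the second. That fit therefore sets mostly the first array set against the second, and its counts cannot be read as effects of genotype. The 118 clusters at the study's thresholds became 181 with number run as a fixed block and 190 as a random block, 74 without the mice of run B, 55 with the array set as a block, 220 within the first set, 310 within the second, 72 without the 3 mice, 42 with the block and without them, and 17 at a fold of 1.5, a narrower threshold. Of the named genes, Snd1 and Lrrc4 (2) were called over all mice and 1 with the t-test (Lrrc4 lost, adjusted p 0.0501), without run B (Snd1 lost, at -0.61) or within the second set (Snd1 lost, at -0.68), and neither without the 3 mice (-0.80 and 1.05, adjusted p 0.0517 for both), while both were with the block and without them. The replicate block, with 0 clusters and 0 named genes called by limma (499 clusters at an unadjusted p under 0.05), pairs mice by a number that does not pair them, as 1 of 12 Control mice correlates best with its own number. No list was called over all mice, 2 were within the first set (cholesterol synthesis at -0.38; it was called there without Control 1 at -0.44 and without single AdipoQ-LPL mice at -0.40, -0.39, -0.38, -0.37 or -0.36, and not without Control 2, 3, 4 or 5, at -0.30 to -0.39, adjusted p 0.0747), fatty acid synthesis (-0.37), mTORC1-induced genes (-0.14), resident macrophages (0.38) and epididymis (-0.71) were there without Control 1, 1 list was with number run as a random block and 7 were by camera with a preset correlation but 0 with an estimated one. Leaving out a Control mouse also leaves fewer relabellings, which by itself raises the exact p. Camera was run without the array set in its model. With its preset correlation the adjusted p was 3.6e-09 for cholesterol synthesis, 4.4e-08 for fatty acid synthesis and 0.0199 for islet markers, there in the opposite direction. The enrichment score of the gene set of Table 3 was 0.316 unweighted. Of the correlations of Snd1 over each genotype, 6 passed, and 0 did on residuals by number run and 0 within genotype and array set. Except where fewer mice, a narrower threshold or the array weights are named, the cause was not tested. Limma over all mice found 96 of 100 simulated shifts of 1 on the log2 scale and 75 of 100 of 0.5. The simulated noise was independent between clusters and many clusters were shifted at once, so recovery in the real data may be lower.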

Differences from the paper's values

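The fits by array set were chosen only after the results had been seen. The paper's Table S1 holds 45 genes that are higher in AdipoQ-LPL mice, the paper's count, and 13 clusters were higher at the same thresholds here. Of the alternatives set before the data were examined, number run as a random block (62) and the fit without the AdipoQ-LPL mice of number run B (63) come within 1.5 times the paper's count. The others do not, with 16 without a floor, 11 with the methods' t-test, 13 with a trend and robust prior, 94 with array weights, 88 with each array centred, 68 after quantile normalization, 82 with number run as a fixed block, 13 with the replicate block and 3 at a fold of 1.5. The paper's count of lower genes is 37, and 105 clusters were lower here. Centring each array (29) and quantile normalization (37) come within 1.5 times the paper's count. The others do not, with 131 without a floor, 70 with the t-test, 109 with a trend and robust prior, 6690 with array weights, 99 and 128 with number run as a fixed and a random block, 11 without run B, 71 with the replicate block and 14 at a fold of 1.5. The array set as a block, chosen after seeing the values, gives 33 higher, which is within 1.5 times the paper's count, and 22 lower, which is not, and only 34 of the 82 entries of Table S1 meet the thresholds under it, against 41 over all mice. By the fold changes and p-values of the authors' deposited table, 48 of the tested clusters are higher and 44 lower at these thresholds. The group means of that table differ from those of the deposited matrix by 0.274 on average on the log2 scale, so these counts and those over all mice do not rest on the same values. The error variance of that table followed that of the fit with the array set as a block, not that over all mice.

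For the gene set of Table 3 the paper reports an enrichment score of 0.58, the paper's value, and 0.204 was found here. The score here is of the 35 genes that could be named, as Table 3 prints some entries without a gene name, so the sets are not the same. Without members of broad expression (0.398) and without the AdipoQ-LPL mice of number run B (0.445) the score comes within 1.5 times the paper's value. With all clusters (0.195) or unweighted (0.316) it does not. The paper's normalized score is 1.69 and 0.666 was found here. The unweighted score (1.80), the score without members of broad expression (1.17) and that without run B (1.46) come within 1.5 times the paper's value, and that over all clusters (0.638) does not. The paper's nominal P is 0.008 and 0.857 was found here by permutation. None of the alternatives comes within 1.5 times the paper's value, with 0.883 over all clusters, 0.0388 unweighted, 0.326 without members of broad expression and 0.0930 without run B. The array set as a block, chosen after seeing the values and with 34 of the 82 entries of Table S1 left at the thresholds, gives 0.424, 1.29 and 0.180 (permutation p).

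The paper states that the unfolded protein response and mTORC1 signalling are repressed in AdipoQ-LPL mice. Here neither list was called, with adjusted p values of 0.554 and 0.522 by permutation. Most members of each had a log2 difference below 0 over all mice, where the median of all tested clusters was -0.08. A gene set enrichment test on these lists, which are not the paper's gene sets, gave the paper's direction, with normalized scores of -1.49 (permutation p = 0.0441, adjusted p = 0.397) and -1.24 (permutation p = 0.261). With each array centred the scores differed by 0.03 for the unfolded protein response and -0.02 for mTORC1-induced genes. The paper states that genes regulated by PPARG are higher, and here 14 of 18 listed targets had a log2 difference below 0 over all mice, where the median of all tested clusters was -0.08, and the score differed by 0.04 after centring and by -0.01 with the array set as a block, while Pck1 and Adipoq, the paper's own examples, were above 0. The paper states that Snd1 clusters with genes of cholesterol synthesis. Over each genotype 6 of the relations of Snd1 with these and other genes passed the adjusted permutation test, and within a genotype and an array set 0 did.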

Other observations

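The fits by array set and the correlations of the cholesterol synthesis score were chosen only after the results had been seen. Markers of resident macrophages, the scavenging macrophages of the tissue stroma, had log2 differences above 0 in AdipoQ-LPL mice for all 22 genes. Folr2, Cd209b, Cd209g and Fcrls among them had been seen in Table S1 or Fig. 2 when the list was written. Cd209g, a lectin of such macrophages, had a log2 difference of 0.46 over all mice (SE 0.12), 0.49 with the array set as a block, 0.64 within the first array set and 0.32 within the second. F13a1, a transglutaminase of macrophages, had 0.31 over all mice (SE 0.08), 0.38 within the first set and 0.23 within the second. Over all genes limma called 0 of the 22, and adjusted over the list alone 2 were higher, 11 with the array set as a block. The score differed by 0.18 over all mice (permutation p = 0.0468, adjusted p = 0.347), by 0.23 with the block (permutation p = 0.00637, adjusted p = 0.118), by 0.31 within the first set (exact permutation p = 0.0148; 0.20 without Control 3, exact permutation p = 0.0747, and 0.38 without Control 1, exact permutation p = 0.00202, adjusted p = 0.0149) and by 0.13 within the second (exact permutation p = 0.188). The set test camera called the list higher with the preset correlation (adjusted p = 2.3e-23), and with an estimated correlation the adjusted p was 0.175. Lipid-associated and inflammatory macrophages, those of obese fat, differed by -0.11 over all mice (permutation p = 0.259) and -0.05 with the block.

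Imprinted genes, which are read from the copy of a single parent, had log2 differences above 0 for 9 of 16 tested members in AdipoQ-LPL mice and below 0 for 7. None passed limma over all genes, and adjusted over the list alone 2 were higher (1 with the array set as a block). Peg3, a zinc finger gene of paternal expression, had a log2 difference of 0.48 over all mice (SE 0.13), 0.46 with that block, 0.31 within the first array set and 0.65 within the second. Zim1 had 0.52, 0.47, 0.39 and 0.57, and Nnat, a regulator of calcium in the endoplasmic reticulum, 0.34, 0.35, 0.38 and 0.31, in the same order. Peg3, Zim1 and Nnat had been seen in Table S1 or Fig. 2 when the list was written, so the list is not independent of the paper. The score of the list differed by 0.07 over all mice (permutation p = 0.291), by 0.14 with the block (permutation p = 0.00471, adjusted p = 0.118), by 0.10 within the first set (exact permutation p = 0.0855), 0.06 there without Control 3, and by 0.18 within the second (exact permutation p = 0.0333, adjusted p = 0.247). Without the genes of Table S1 the score of imprinted genes differed by -0.01 over all mice. The list was called with number run as a random block (0.18, adjusted p = 0.0389) and by camera with the preset correlation (adjusted p = 3.4e-05), and with an estimated correlation the adjusted p was 0.712. Genes of lymphoid stroma, which forms the framework of lymph nodes, and of B cells had differences of opposite sign in the sets, for which the permutation p was 0.0195 and 0.0232 and the adjusted p 0.172 for each. Lymphoid stroma differed by 0.16 within the first set (exact permutation p = 0.451) and -0.49 within the second (exact permutation p = 0.0121), against -0.29 over all mice and -0.13 with the block. B cells differed by 0.16 within the first set (exact permutation p = 0.0490) and -0.43 within the second (exact permutation p = 0.112), against -0.24 and -0.11. Cxcl13, the chemokine of B cell follicles, had a log2 difference of 0.55 within the first set (0.20 without AdipoQ-LPL mouse 7) and -1.51 within the second, and the B cell gene Ms4a1 had 0.32 and -1.18. Epididymis genes, which are not of fat, had a score lower by -0.42 over all mice (permutation p = 0.0213, adjusted p = 0.197), -0.36 with the block, -0.56 within the first set, -0.19 there without Control 5 (exact permutation p = 0.0384) and -0.71 without Control 1 (adjusted exact permutation p = 0.0149), and -0.11 within the second, and among them Crisp1 had a log2 value of 6.14 ± 3.13 (SD, n = 12) in Control and 4.43 ± 1.09 (SD, n = 12) in AdipoQ-LPL mice.

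The other lists had no adjusted p under 0.05 by permutation over all mice or with the array set as a block. Their differences over all mice and with the block were -0.01 and 0.05 for adipocytes, -0.19 and -0.01 for brown or beige adipocytes, -0.06 and 0.04 for T cells, -0.03 and 0.05 for dendritic cells, -0.01 and 0.06 for neutrophils, -0.08 and 0.03 for mast cells and -0.12 and -0.03 for endothelium. For adipose stromal fibroblasts they were -0.01 and 0.06, for mesothelium 0.02 and 0.04, for skeletal muscle -0.07 and 0.03, for erythroid cells -0.11 and 0.02, for adipose expansion 0.08 and 0.12 and for exocrine pancreas -0.01 and 0.06. For fatty acid oxidation they were -0.06 and 0.01, for oxidative phosphorylation -0.10 and -0.01, for the interferon response 0.03 and 0.12, for proliferation -0.07 and 0.03, for immediate early genes -0.12 and -0.03 and for the circadian clock -0.04 and 0.04.

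The cholesterol synthesis score was compared with Pck1, Adipoq and fatty acid synthesis within a genotype and an array set, a family of 6 relations, and none had an adjusted p under 0.05. In the 7 Control mice of the second array set Pck1 had r = -0.791 and rho = -0.679 (exact permutation p = 0.0498 and 0.110, adjusted p = 0.0747 for r), and r was -0.701 without the 2 mice farthest from the median. Adipoq had r = -0.866 there (exact permutation p = 0.0423, adjusted p = 0.0747) and -0.841 without the 2 farthest. In the 8 AdipoQ-LPL mice of the first array set Pck1 had r = -0.0977 and rho = -0.190 (exact permutation p = 0.818 for r). Fatty acid synthesis had r = 0.856 and rho = 0.786 in those Control mice (exact permutation p = 0.0250 and 0.0480) and r = 0.733 and rho = 0.690 in those AdipoQ-LPL mice (exact permutation p = 0.0342 for r), where r was 0.274 without the 2 farthest, so that relation rests on them.

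The group means of the authors' deposited table differ from those of the deposited matrix by 0.274 on average on the log2 scale. The log2 differences of the authors' deposited table correlate across genes, which are not independent replicates, with those over all mice at r = 0.867 and with those with the array set as a block at r = 0.891. The median log2 ratio of the error variance of the authors' deposited table to that of the matrix was 0.37 to 0.38 with the block in each of 5 bins of clusters by the size of the array set effect, and over all mice it ran from 0.20 in the lowest bin to -1.51 in the highest. The authors' error variance thus followed that with the block, not that over all mice. Their values or model may therefore leave out the shift between the sets, which was not tested.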
